# MicroRNA Profiling during Cardiomyocyte-Specific Differentiation of Murine Embryonic Stem Cells Based on Two Different miRNA Array Platforms

**DOI:** 10.1371/journal.pone.0025809

**Published:** 2011-10-03

**Authors:** Lin Gan, Silke Schwengberg, Bernd Denecke

## Abstract

MicroRNA (miRNA) plays a critical role in a wide variety of biological processes. Profiling miRNA expression during differentiation of embryonic stem cells will help to understand the regulation pathway of differentiation, which in turn may elucidate disease mechanisms. The identified miRNAs could then serve as a new group of possible therapeutic targets. In the present paper, miRNA expression profiles were determined during cardiomyocyte-specific differentiation and maturation of murine embryonic stem (ES) cells. For this purpose a homogeneous cardiomyocyte population was generated from a transgenic murine ES cell line. Two high throughput array platforms (Affymetrix and Febit) were used for miRNA profiling in order to compare the effect of the platforms on miRNA profiling as well as to increase the validity of target miRNA identification. Four time points (i.e. day 0, day 12, day 19 and day 26) were chosen for the miRNA profiling study, which corresponded to different stages during cardiomyocyte-specific differentiation and maturation. Fifty platform and pre-processing method-independent miRNAs were identified as being regulated during the differentiation and maturation processes. The identification of these miRNAs is an important step for characterizing and understanding the events involved in cardiomyocyte-specific differentiation of ES cells and may also highlight candidate target molecules for therapeutic purposes.

## Introduction

Embryonic stem cells (ES cells) are pluripotent cell lines generated from the inner cell mass of blastocysts [1]. The spectrum applications of ES cells is diverse and includes drug discovery, high-throughput toxicology assays, regenerative medicine and embryology [2], [3]. Primary cells, such as hepatocytes or cardiomyocytes cannot be maintained in culture for long periods of time [4], [5], [6]. Furthermore, there is a strong donor-dependent variability [7]. This is not a problem for immortalized cell lines, however, they have been shown to be genetically unstable and do not fully emulate the features of their primary cell counterparts. In contrast, ES cells have an almost unlimited self-renewal capacity in their undifferentiated state and the ability to differentiate into fully mature cells of all cell types of the three embryonic germ layers [8], [9]. Thus, ES cells may constitute a unique source of differentiated cell types and, as such, the regulation of their differentiation pathways is under intensive study.

The phenotype of a cell is controlled by gene regulation, which is the basis for cell differentiation, morphogenesis and the adaptability of cells [10], [11]. Modification of gene expression can occur at different levels. Apart from epigenetic mechanisms (cytosine methylation, histone acetylation), regulation can be observed at the level of transcription initiation (transcription factors), heteronucleic transcript processing (RNA splicing), mRNA transport from the nucleus into the cytoplasm (nucleocytoplasmatic transport factors, e.g. exportin-5), translation and post-translational modifications [12], [13]. It has recently become evident that the previously widely ignored non-protein coding genes play an important role in the control of gene expression. MicroRNAs (miRNA) have become one of the most important regulation factors and an understanding of their expression and influence during ES cell differentiation will help in the elucidation of the whole process [14], [15]. In contrast to single analysis, miRNA expression can be profiled in a more time- and cost-effective manner by applying microarray technology [16]. Results from different microarray platforms are not always very well correlated even for same samples due to differences in design, manufacturing, hybridization condition, and label/detection methods. In practice, microarray data are often verified using other techniques, such as RT-qPCR, but in principle, the result from one high throughput platform could also be verified with another independent high throughput platform.

In the present study, both Affymetrix miRNA 1.0 arrays and Febit Biochips miRNA arrays were used in profiling miRNA expression during controlled differentiation of mouse ES cells to cardiomyocytes. Affymetrix miRNA 1.0 arrays cover 610 mouse miRNAs and Febit miRNA arrays cover 719 miRNAs, 609 of which are common to both platforms. Febit arrays provide additional information of 110 miRNA for mouse, while Affymetrix arrays have one miRNA (miR699) that is not covered by the Febit array.

Affymetrix applies photolithography *in-situ* oligo synthesis technology, which enables very high feature numbers on chips [17]. Oligonucleotides with a maximum length of 25mer were synthesized directly on chip. The GeneChip® miRNA Array covers miRNAs from 71 organisms on a single array including human, mouse and rat. The GeneChip miRNA Array also includes human small nucleolar RNAs (snoRNAs and scaRNAs), which are short, non-translated RNAs that play a role in the processing of ribosomal RNAs following transcription. snoRNAs have also been implicated in the regulation of alternative splicing. Samples were labeled with biotin before hybridization and stained with fluorescent labeled streptavidin after hybridization.

In contrast to Affymetrix technology, Febit Biochips were produced using light-activated *in-situ* oligonucleotide synthesis by means of a digital micromirror device. The probes are designed as the reverse complements of all major mature miRNAs and the mature sequences as published in the Sanger miRBase release (version 14.0 September 2009, see http://microrna.sanger.ac.uk/sequences/index.shtml) for mus musculus. Additional nucleotides are bound on the 5′-end of each capture oligonucleotide necessary for the on-chip labeling technology MPEA (Microfluidic Primer Extension Assay). This special procedure extends and labels perfectly hybridized probes directly on the chip. With this method, noise resulting from mismatch probes is expected to be reduced.

Due to the great differences in probe design, array production and hybridization techniques used to generate Affymetrix- and Febit-miRNA arrays, they can both be considered as two entirely independent platforms.

To investigate the processes of cardiac differentiation of mouse ES cells, we are interested in miRNA profiling during cardiomyocyte-specific differentiation and maturation events. To date, considerable effort has been made in the establishment of reproducible protocols to control stem cell growth and differentiation. Regardless of the large variety of differentiation protocols that have been established, it is difficult to generate a uniform population of cells [18], [19]. In order to collect valid results to understand a specific differentiation process it is particularly important to have homogeneous, synchronized and clonal cell populations available for the undifferentiated as well as for the differentiated cell type. For this reason, a transgenic mouse ES cell clone was used in our experiments. This clone is derived from D3 ES cells [20] that had been stably transfected with DNA constructs allowing the expression of puromycin resistance (PAC) gene and enhanced green fluorescent protein (EGFP) reporter gene under the control of mouse cardiac-specific ã-myosin heavy chain (ã-MHC) promoter. Through induced differentiation and selection a highly pure cardiomyocyte cell population (>99.9%) can be produced. Such Cor.At® cardiomyocytes are fully functional cardiomyocytes which contract spontaneously and rhythmically and express cardiac-specific genes including those relevant for cardiocyte ion channels [21], [22]. When transplanted into a cryoinfarcted area of the mouse heart, such donor cells fully integrate into the host cardiac tissue and restore functionality [22]. With the transgenic ES cell clone as reference, Cor.At® cardiomyocytes are an ideal model for cardiac-specific differentiation and maturation research.

In the present study, Affymetrix miRNA gene arrays and Febit Geniom Biochips miRNA arrays have been used in parallel to profile miRNAs during the differentiation of mouse ES cells to cardiomyocytes. The comparison of undifferentiated ES cells with highly pure cardiomyocytes derived from the same stem cell clone enables the examination of changes in miRNA expression during differentiation and maturation under defined conditions. On one hand, the data can help in understanding the impact of platforms in miRNA profiling and, on the other hand, assist in the verification of miRNA profiling data obtained with the platforms.

## Results

### *In vitro* differentiation and maturation of ES cells to cardiomyocytes

The use of pure ES cell lineages is a prerequisite to be able to make reliable statements about changes in miRNA expression during differentiation and maturation to cardiomyocytes. A transgenic mouse ES cells clone (αPIG44) has been used which harbors a genetic construct with a puromycin resistance cassette and an EGFP reporter under the control of the cardiac α-MHC promoter. These ES cells can be propagated continuously on feeder cells in an undifferentiated state (Figure 1a), avoiding the variability often observed by using different lots of primary cells. This pure population of undifferentiated ES cells can be compared to Cor.At® cardiomyocytes originating from the same clone by inducing differentiation via the formation of embryoid bodies (Figure 1b). An essential advantage in obtaining reliable results is that following the differentiation protocol, cells that have not differentiated to cardiomyocytes can be killed with the selection agent puromycin. This prevents contaminations with RNAs from other cell types. Differentiation to Cor.At® cardiomyocytes can be easily monitored by the presence of the EGFP reporter gene that is selectively expressed by cardiomyocytes. Three days after puromycin-mediated selection for Cor.At® cardiomyocytes, the cells in the cardiobodies demonstrate EGFP reporter activity (Figure 1c) which can also be seen after plating as a single cell suspension (Figure 1d). During further culture, the cells become larger and cell-cell contacts are established (Figure 1e, g). Striated α-actinin structures are formed by day 19 and gap-junctions between the cells become visible (connexin-43 staining) (Figure 1i). The detection of which is increased by day 26 (Figure 1f, h, j). Cor.At® cardiomyocytes display a normal, stage-specific electrophysiological phenotype that matches their *in vivo* counterparts, as described in the literature [21], [23], [24] (data not shown).

**Figure 1:**
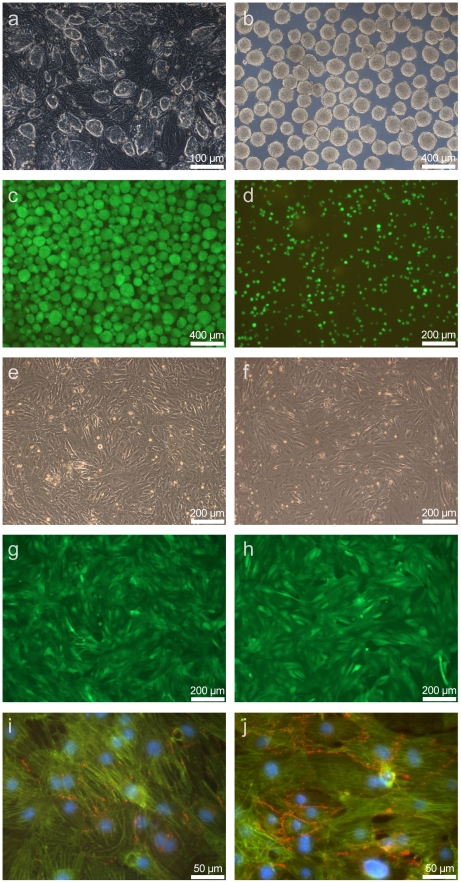
Differentiation and maturation of undifferentiated ES cells to Cor.At® cardiomyocytes. a) Undifferentiated mouse ES cells (clone αPIG44) on feeder cells. b) Mouse ES cells aggregated into EBs at day 3 after initiation of differentiation. c) Mouse ES cell derived Cor.At® cardiomyocytes after 12 days of differentiation and 3 days of puromycin treatment, before dissociation. d) Mouse ES cell derived Cor.At® cardiomyocytes after 12 days of differentiation and 3 days of puromycin treatment, after dissociation (probe Cor.At® cardiomyocytes 12 days). e,g,i) Cor.At® cardiomyocytes after additional 7 days of culture (probe Cor.At® cardiomyocytes 19 days): e) transmission, g) same region EGFP fluorescense indicating differentiation to cardiomyocytes, i) overlay of immunostainings: blue = nucleus staining with DAPI, green = α-actinin (structured) and GFP, red = connexin 43. f, h, j) Cor.At® cardiomyocytes after additional 7 days of culture (probe CorAt 26 days): e) transmission, g) same region GFP fluorescense indicating differentiation to cardiomyocytes, i) overlay of immunostainings: blue = nucleus staining with DAPI, green = α-actinin (structured) and GFP, red = connexin 43.

### The expression levels of miRNAs are distributed differently on the two platforms

The profiling of miRNAs during differentiation and maturation can provide a good approach to understand the process of cardiomyocyte differentiation. For this purpose, miRNA samples were analyzed from undifferentiated ES cells (day 0) and from cells at different time points after differentiation to Cor.At® cardiomyocytes (i.e. days 12, 19, and 26). 

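RNA of 8 cultures was measured, 2 at each of days 0, 12, 19 and 26, and the same RNA was hybridized to both arrays. The paper describes the 2 cultures of a day as biological duplicates, and does not say whether the letters a and b pair cultures of different days. The fit treats them as unpaired. The Affymetrix array holds 609 mouse miRNAs and the Febit array 710. Of the 608 on both, those were tested that Table S1 lists as present at least once on 1 or both platforms. For Affymetrix the deposited values are log2 after RMA and log2 after VSN. For Febit the authors deposited the intensity of 8 features per miRNA, log2 values after background correction and quantile normalization (called non-VSN from here on) and log2 values after VSN. VSN values follow log2 at high signal and become linear near the background, so the fold change of a dim miRNA is not a plain ratio of intensities. On Febit most miRNAs sit near that background: the median raw intensity was 928 to 992 on 7 arrays and 228 on day 26 b. Among the non-VSN Febit arrays, those titled day 12 a and day 19 b follow the raw array of the same title with a Spearman correlation across miRNAs of 0.198 and the raw array of each other's title with 1, while the other 6 follow their own (1; miRNAs are not independent replicates). Non-VSN Febit values are given by title, and most counts of calls that rest on them also with these 2 arrays exchanged, a choice made after seeing the values. Arrays are also left out by title. A day left with 1 array adds nothing to the estimate of the spread, and the fit then has fewer than 4 residual degrees of freedom. A call that ends or a count that falls without an array can thus be lost power. It does not by itself show the weight of that array. Without day 12 a, the non-VSN Febit array removed is thus the one that follows raw day 19 b, and the reverse without day 19 b. A miRNA is called regulated at an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment over these miRNAs, with 8 arrays per data set and 4 residual degrees of freedom.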

To authenticate the information for miRNA changes, 2 different array platforms were chosen for the analyses. To exclude normalization method dependent effects, raw data of both data sets was analyzed using robust multi-array analysis (RMA) as well as with variance stabilization normalization (VSN). Since the miRNA platforms used were different in the context of the oligos on the array as well as the method used for probe-labeling, it could be assumed that the data obtained independently from each of the platforms and their respective normalization methods was highly valid.

Firstly, the number of expressed (present) miRNAs was determinded for the undifferentiated ES cells (day 0) and for the different time points after differentiation (i.e. days 12, 19, and 26). A stable number of miRNAs was observed from the analysis using the Affymetrix platform (Table 1), while the number of miRNAs increased significantly from time point day 0 to day 26 using the Febit platform. A detailed list of miRNAs detected is shown in table S1.

**Table 1:** Number of present miRNAs at different stages (day 0, day 12, day 19 and day 26) during cardiomyocyte specific differentiation and maturation.

	day 0	day 12	day 10	day 26
**Affymetrix**	318	366	323	346
**Febit**	71	184	211	343

To get an impression of the degree of similarity between the results obtained by the two independent miRNA array platforms the data has been presented as box-plots (Figure 2). Using this kind of illustration, the degree of dispersion (spread) and skewness of the data (and outliers) has been compared. In the upper part, the raw data from Affymetrix and Febit have been plotted. The median of the samples varied slightly as well as the distances between 25^th^ and 75^th^ percentile values. The variances were greater in the Febit data. However, no outlier could be identified between the samples. 

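The raw Febit array of day 26 b has a low background, while some of its bright miRNAs kept their signal. The heart- and smooth-muscle-expressed miR-143 gave an intensity of 10138 on day 26 a and 10295 on day 26 b, and miR-1 gave 5241 and 3473. Others fell about as far as the background: miR-208a gave 3849 and 936, and miR-503 3081 and 824. The ES-cell miR-292-3p, by then at the background, gave 884 on day 26 a and 228 on day 26 b. As a result 19.4% of the miRNAs of day 26 b exceeded 2 times the array median, against 4.23% to 9.58% on the other arrays, and the 8 features of a miRNA differed by a median SD of 0.376 log2 against 0.123 to 0.245. Missing features were most frequent on day 19 a (267) and day 19 b (151). Between replicates of a day, the median residual SD of a miRNA was 0.711 log2 for Febit VSN and 0.505 for Affymetrix VSN. Raw intensities of Affymetrix were not analysed here, so its arrays are not compared at that stage.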

The data after VSN normalization is depicted in the lower part of figure 2. The boxes containing the 25^th^ to 75^th^ percentile have been extended, and the variance of medians reduced. 

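For both platforms, VSN gives each array a wider range than the other normalization. Across the tested miRNAs, the mean interquartile range of an array was 3.78 log2 (SD 0.38, n = 8 arrays) for Affymetrix VSN, 2.15 (SD 0.25) for Affymetrix RMA, 1.86 (SD 0.50) for Febit VSN and 0.75 (SD 0.020) for Febit non-VSN. The raw Febit range was 0.36 (SD 0.35). The SD of the 8 array medians was 0.69 log2 for raw Febit values and 0.20 after VSN. Without day 26 b the raw SD was 0.042, so the reduction rests on that array. On Affymetrix the medians varied more after VSN (SD 0.35) than after RMA (SD 0.12).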

Data generated from the Affymetrix platform demonstrated a more even distribution than that from the Febit platform.

**Figure 2:**
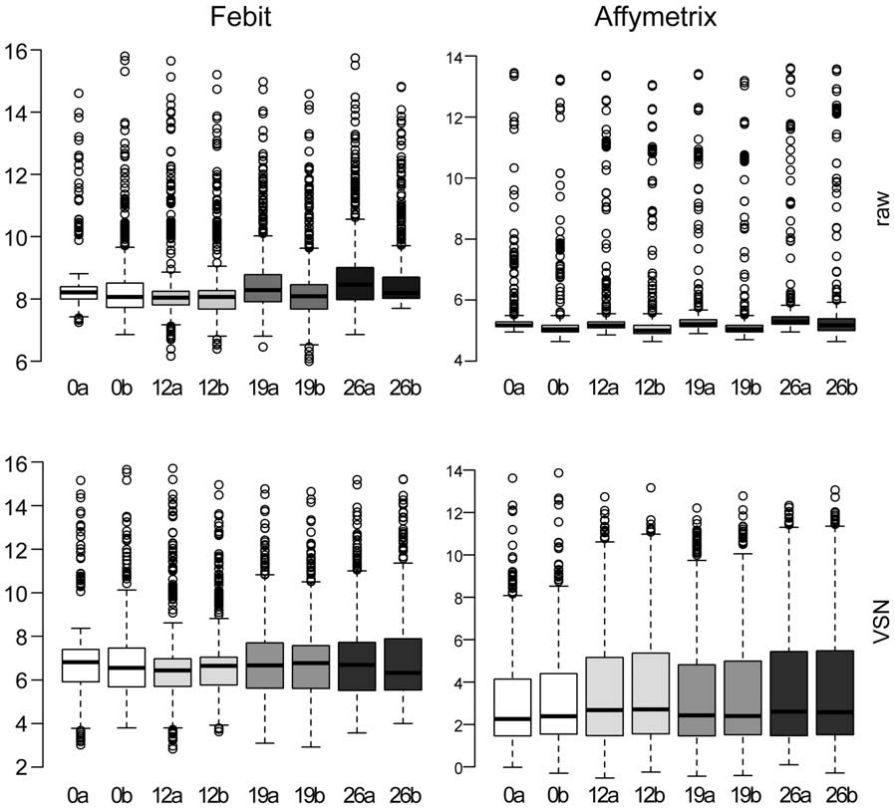
Boxplots of raw and pre-processed miRNA microarray data. Upper part left: boxplot of the raw log_2_ intensities of Febit miRNA arrays, upper part right: boxplot of the raw log_2_ intensities of Affymetrix miRNA arrays, lower part left: VSN normalized Febit miRNA array data, and lower part right: VSN normalized Affymetrix miRNA array data. X-axis shows sample names, Y-axis is in log_2_ arbitrary units. The black bar represents the median of each distribution. The open circles represent the outliers.

### Samples are well clustered according to differentiation and maturation stages

To abstract the relationship of the data, principle component analyses (PCA) were made for data from both platforms after RMA or VSN normalization. The first 2 components have been plotted in figure 3. The upper part of figure 3 illustrates the PCA plot of data after VSN normalization. The lower part shows PCA plot data after RMA normalization. Data points from duplicate samples were located together in both plots (circles around duplicates), indicating that both biological replica scarcely showed any difference in their variations. 

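The 2 arrays of a day correlated more on Affymetrix than on Febit at every day, while their distance was not always smaller. Pearson correlation between the 2 arrays of a day, taken across miRNAs that are not independent replicates, was 0.94, 0.96, 0.94 and 0.96 for days 0, 12, 19 and 26 on Affymetrix VSN, and 0.50, 0.81, 0.92 and 0.87 on Febit VSN. For Febit non-VSN it was 0.71, 0.78, 0.74 and 0.90 by title, and 0.84 and 0.95 for days 12 and 19 with the 2 arrays exchanged. Over all tested miRNAs, the Euclidean distance between the day 0 duplicates was 18.7 on Affymetrix VSN and 37.7 on Febit VSN, the latter nearly as large as the mean Febit distance between day 0 and day 12 (43.9). For days 12 and 26 it was 17.7 and 17.3 on Affymetrix and 26.3 and 23.3 on Febit, and for day 19 the order turns, with 20.3 on Affymetrix and 16.2 on Febit. The first component took 72.2% of the variance in VSN values and 85.3% in RMA with non-VSN values. Affymetrix arrays lay at 36.7 to 44.7 on the first VSN component and Febit arrays at -43.0 to -36.1, with no array of 1 platform among those of the other.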

Data points were most clearly separated in the first component axis by platform origin, independent of the normalization method used (Figure 3). This indicated that the results showed platform-dependent differences. In the second component axis, data were separated according to differentiation and maturation stages. Day 0 (undifferentiated ES cells) samples were, as expected, far apart from the Cor.At® cardiomyocytes samples (days 12, 19, and 26). 

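In the plane of the first 2 VSN components day 0 lies apart from every later day, and the gap is wider on Affymetrix. There Affymetrix arrays of day 0 were 41.5 ± 3.04 (mean ± SD of 4 array pairs) from day 12, 46.1 ± 2.62 from day 19 and 53.6 ± 1.57 from day 26. The corresponding Febit distances were 18.5 ± 2.57, 27.5 ± 3.27 and 33.0 ± 2.41. Duplicates lay 1.59 to 4.98 apart on Affymetrix and 1.91 to 5.56 apart on Febit. The paper reads the larger distance as a sign of a more sensitive platform. Over all values instead of 2 components the platforms are closer: 46.6, 50.0 and 56.6 on Affymetrix against 43.9, 40.7 and 44.2 on Febit. The Febit duplicates of day 0 are themselves 37.7 apart over all values (18.7 on Affymetrix), so on Febit day 0 is hardly farther from the later days than its arrays are from each other. The second component, which carries the stages, took 13.5% of the VSN variance. Its day means went from 34.5 at day 0 to -6.58 at day 12 on Affymetrix, and from 20.2 to 2.10 on Febit.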

The distance from day 0 to other time points was greater for Affymetrix data than for Febit data, suggesting that Affymetrix platform was more sensitive in miRNA profiling. 

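Few miRNAs separate day 26 from day 19. On Affymetrix RMA values, miR-29a (1.70 ± 0.21 log2; adjusted p = 0.035, limma, Benjamini-Hochberg) and let-7g (1.25 ± 0.15; adjusted p = 0.035, limma, Benjamini-Hochberg) were higher at day 26. Imprinted-locus miR-370 (-1.59 ± 0.23) and miR-134 (-1.25 ± 0.18; adjusted p = 0.042 each, limma, Benjamini-Hochberg) were lower. None of these 4 calls remains when any 1 array is left out (count 0 each time), and limma called 0 miRNAs between these days on Affymetrix VSN and on Febit VSN, with 73 and 23 at unadjusted p under 0.05. With a replicate block, which pairs the letters across days, limma called 6 on Affymetrix VSN and 0 on Affymetrix RMA. Arrays of days 19 and 26 were 8.77 ± 1.76 apart in the VSN plane on Affymetrix and 5.93 ± 2.84 on Febit. Affymetrix duplicates of those days lay 3.78 and 1.59 apart and Febit duplicates 4.58 and 3.12.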

Day 19 and day 26 data were not very well separated. This phenomenon was more obvious on the Febit platform, suggesting that day 19 and day 26 samples were similar in miRNA expression profile.

**Figure 3:**
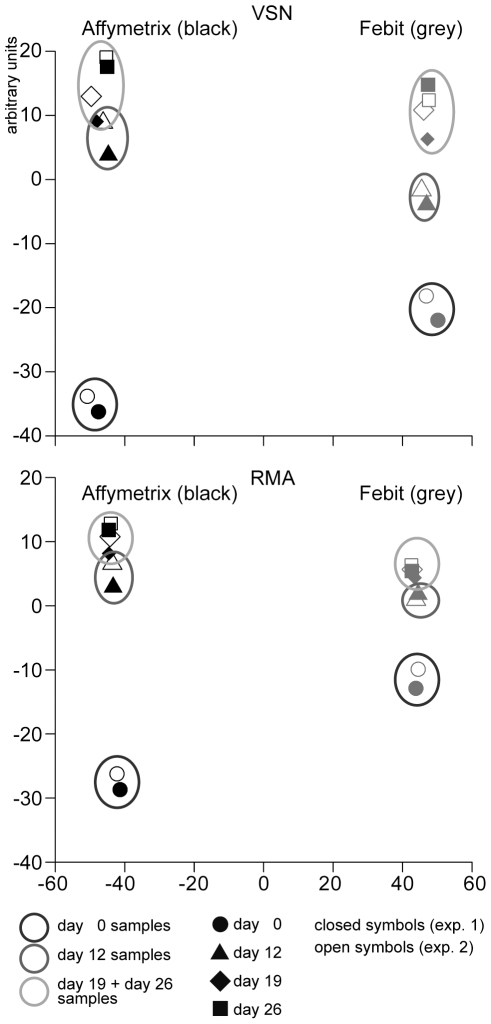
Principle component analysis (PCA) plots of microarray data. Upper part: VSN normalized microarray data from Affymetrix platform (black) and Febit platform (grey). Lower part: RMA normalized data from Affymetrix platform (black) and Febit platform (grey). Circles indicate day 0, triangles day 12, rhombuses day 19, and squares day 26. Closed symbols and open symbols represent two replicate samples from the corresponding time points after differentiation.

### miRNAs are differentially expressed during cardiac differentiation

To discover the role of miRNA in cardiac differentiation and maturation, linear models were fitted for miRNA expression data with LIMMA package from Bioconductor. Three comparisons were made to analyze miRNA regulation during cardiomyocyte-specific differentiation and maturation: day 12 vs. day 0, day 19 vs. day 0 and day 26 vs. day 0. The results showed effects of platforms as well as of processing methods. Histograms of expression differences and p-values in the 3 comparisons are shown in figure 4. Results from the Affymetrix platform showed a higher number of miRNAs with little regulation compared to results obtained with the Febit platform. 

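On VSN values the strongest evidence on either platform came from muscle and ES-cell miRNAs. The smallest adjusted p was 3.3e-07 on Affymetrix VSN, at day 26 and led by miR-1 and miR-133a, and 0.00020 on Febit VSN, at day 19 and led by miR-1, miR-143 and miR-292-3p (limma, Benjamini-Hochberg). With the other normalizations it was 3.6e-06 on Affymetrix RMA, at day 26, and 1.3e-05 on Febit non-VSN by title, at day 19 (limma, Benjamini-Hochberg). At an adjusted p under 0.01, limma with Benjamini-Hochberg adjustment called 115, 119 and 141 miRNAs on Affymetrix VSN at days 12, 19 and 26, and 16, 15 and 35 on Febit VSN. On Affymetrix RMA it called 116 and 128 at days 12 and 19, and on Febit non-VSN 17, 20 and 26 at days 12, 19 and 26 by title (19, 36 and 31 with the 2 arrays exchanged). The number of miRNAs with a log2 fold change within 0.5 of 0 depended on the data set: at days 12 and 26 it was 164 and 111 on Affymetrix VSN and 133 and 164 on Febit VSN, but 264 and 250 on Affymetrix RMA and 315 and 320 on Febit non-VSN by title. The SD of all VSN fold changes was 1.94, 2.15 and 2.40 on Affymetrix and 1.70, 1.59 and 1.71 on Febit. A miRNA's fold change had a median SE of 0.51 on Affymetrix VSN and 0.72 on Febit VSN.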

There were also more miRNAs with low p-values after statistical analyses for data from the Affymetrix platform.

**Figure 4:**
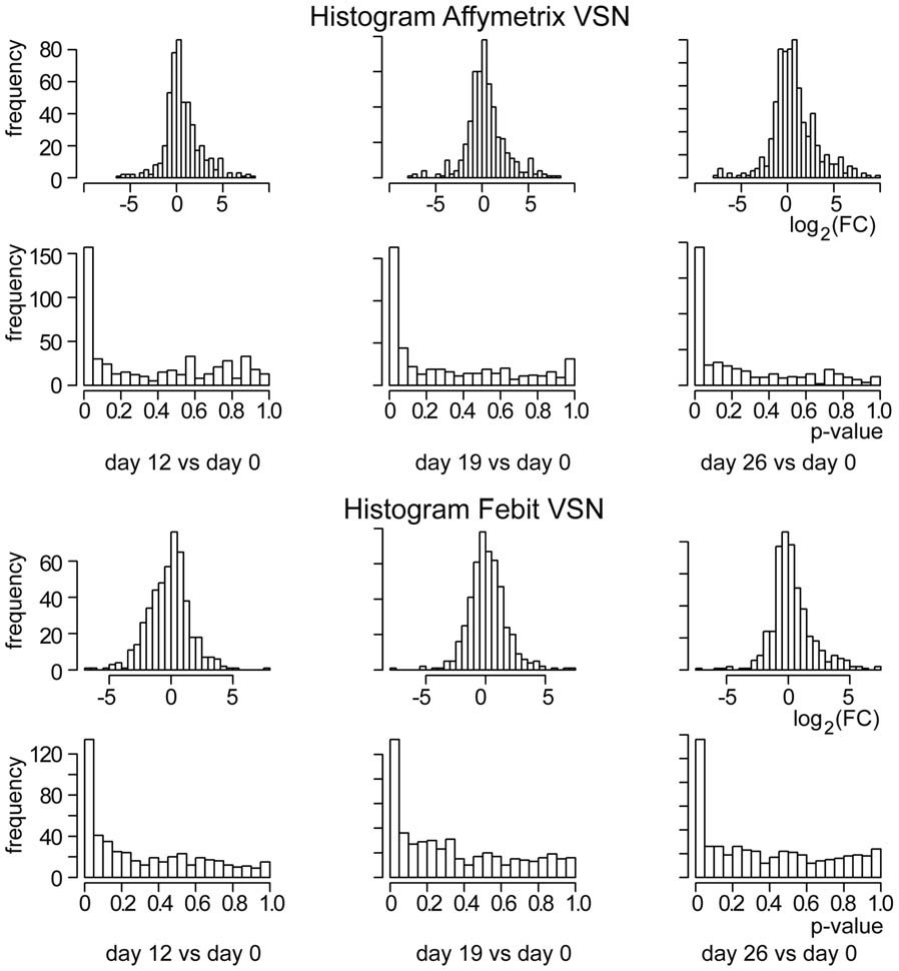
Comparison of microarray data dependent on platform used. Histograms of the log_2_ fold changes and adjusted p-values of comparisons between differentiated Cor.At® cardiomyocytes and undifferentiated ES cells for microarray data from Affymetrix (upper part) and Febit (lower part). The comparisons are day 12 vs. day 0, day 19 vs. day 0 and day 26 vs. day 0 (from left to right).

The miRNAs that were differentially expressed in a significant manner have been illustrated in Venn diagrams. The results from day 12 versus day 0, day 19 versus day 0 and day 26 versus day 0, respectively, are represented in independent Venn diagrams (Figure 5). The 4 circles in each Venn diagram represent significantly regulated miRNAs detected under 4 combinations of platform and normalization methods: Affymetrix with RMA (blue), Affymetrix with VSN (red), Febit with RMA (brown), and Febit with VSN (green). There was a good miRNA overlap between the 2 platforms as well as between the 2 normalization methods. 

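At day 26 the miRNAs called on 1 platform mostly had the same sign on the other. Of the 62 miRNAs that Febit VSN called, all 62 had the same sign on Affymetrix, among them miR-143 with 7.41 ± 0.72 on Febit and 6.91 ± 0.46 on Affymetrix, and let-7g with 4.07 ± 0.71 and 7.35 ± 0.45. At day 19 this held for 37 of 38 and at day 12 for 49 of 69. Of the 193 miRNAs that Affymetrix VSN called at day 26, 156 (80.8%) had the same sign on Febit VSN, and of all tested miRNAs 68.2%. Both platforms called 40, 32 and 58 miRNAs on VSN values at days 12, 19 and 26, where chance would give 22.3, 12.8 and 24.7. Those called in opposite directions were miR-128, miR-28*, miR-382, miR-409-5p, miR-501-3p and miR-652 at day 12 and miR-330 at day 19. Across all tested miRNAs, the Pearson correlation of VSN fold changes between platforms was 0.42, 0.63 and 0.73, and over the 280 present on both it was 0.50, 0.71 and 0.79 (across miRNAs, not independent replicates). Both platforms measured the same RNA, so this is agreement of the measurement and not of cultures. Leaving out day 26 a or day 26 b takes the Febit count at day 26 from 62 to 21 or 16, and without day 26 b let-7g is no longer called on Febit (adjusted p = 0.083, limma, Benjamini-Hochberg).

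**Figure D1:**
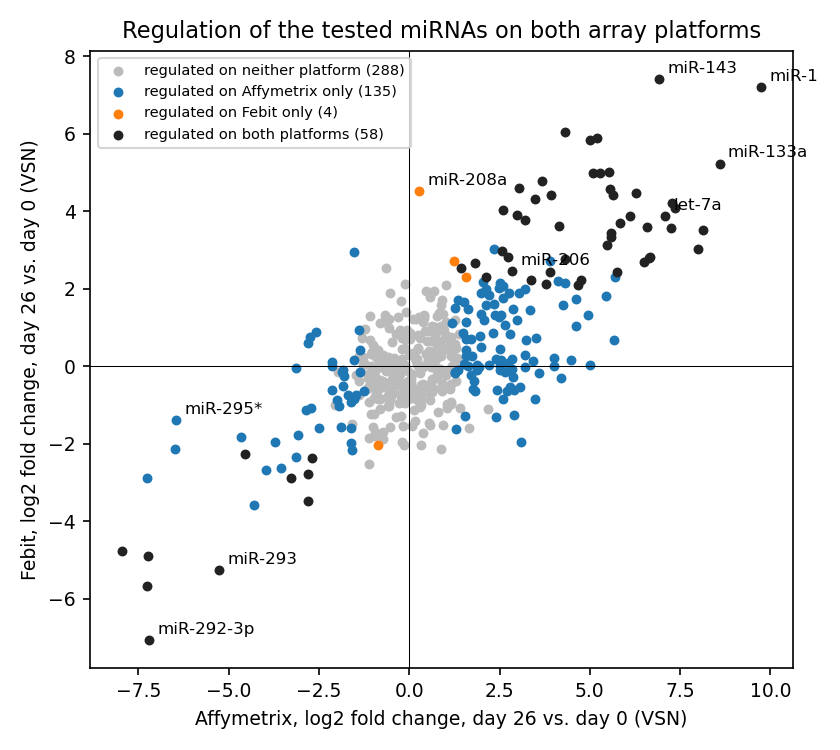
log2 fold change of the tested miRNAs from day 0 to day 26 on VSN values, Febit against Affymetrix, 2 arrays per day and platform. Colours mark miRNAs called at an adjusted p under 0.05 (limma, Benjamini-Hochberg) on neither platform, on Affymetrix only, on Febit only or on both.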

In the comparison day 12 to day 0, 31 miRNAs were identified as regulated under all four circumstances mentioned above. 

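All 4 data sets (2 platforms, 2 normalizations) shared a small part of the Affymetrix calls. With arrays named by their titles, the calls shared by all 4 numbered 23 at day 12 (18 higher, 5 lower), 23 at day 19 (16 higher, 7 lower) and 30 at day 26 (23 higher, 7 lower), and each had the same sign throughout. With the 2 non-VSN Febit arrays exchanged they numbered 31 (21 higher, 8 lower, 2 with opposite signs on the platforms), 27 (19 higher, 8 lower) and 39 (30 higher, 9 lower). The 5 lower at day 12 by title were all of the miR-290 to miR-295 cluster, such as miR-291a-5p with -5.56 ± 0.72 on Affymetrix VSN (adjusted p = 9.5e-05, limma, Benjamini-Hochberg) and -4.66 ± 0.60 on Febit VSN (adjusted p = 0.0013, limma, Benjamini-Hochberg). These counts by title fell when either array of the later day was left out, which also leaves the fit with less power. By the raw names, the counts without day 12 a or day 19 b leave out different RNA in the non-VSN Febit data set, so they do not measure dependence on 1 culture.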

27 miRNAs and 39 miRNAs were detected for the same principle in comparisons of day 19 to day 0 and day 26 to day 0. 

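Affymetrix called more miRNAs at every day, with any normalization. On VSN values limma with Benjamini-Hochberg adjustment called 157 miRNAs on Affymetrix at day 12 (127 higher, 30 lower), 163 at day 19 (110 higher, 53 lower) and 193 at day 26 (143 higher, 50 lower). On Febit it called 69 (28 higher, 41 lower), 38 (26 higher, 12 lower) and 62 (51 higher, 11 lower). RMA values gave 162, 176 and 195 on Affymetrix, and non-VSN values gave 32, 35 and 38 on Febit by title or 54, 57 and 53 with the 2 arrays exchanged. On Affymetrix VSN the median fold change of all tested miRNAs was 0.34, 0.22 and 0.41 log2. With each array centred on its median, 81 of 154, 94 of 173 and 105 of 220 calls were higher. The median fold change was then -0.43, -0.088 and -0.33. Centring thus removed more than the original median fold change, so its even split is partly its own product. The same centring gave 26 higher of 48 on Febit VSN at day 12, and 67 of 169 on Affymetrix RMA. With quantile normalization over the tested miRNAs, 76 of 140, 87 of 175 and 99 of 203 calls were higher on Affymetrix VSN, and 29 of 45 on Febit VSN at day 26. let-7 and muscle miRNAs keep their direction under it: miR-1 and let-7i are higher on either scale. The Febit VSN count at day 12 fell when any array of days 12, 19 or 26 was left out. Days 19 and 26 do not enter that comparison, so part of these falls is lost power of the fit and not the weight of an array. At day 19 the count fell without either array of day 19 and rose without either array of day 0. Febit non-VSN counts fell at days 12, 19 and 26 without replicate a of the respective day.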

The Affymetrix platform detected far more miRNAs than the Febit platform. For example, in the comparison of day 12 to day 0, beside the 31 platform and pre-processing method independently regulated miRNAs, there were 77 pre-processing method independent regulated miRNAs detected only from the Affymetrix platform. This number was 12 for the Febit platform. 

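Most Affymetrix calls had no counterpart on Febit, and how many Febit calls lacked one on Affymetrix depended on the day and the data sets. On VSN values, Affymetrix called 40 of the 69 miRNAs that Febit called at day 12 (34 with the same sign), 32 of 38 at day 19 and 58 of 62 at day 26. Called after both Affymetrix normalizations and in no Febit data set were 77 miRNAs at day 12 (58 higher, 19 lower), 101 at day 19 (61 higher, 40 lower) and 90 at day 26 (54 higher, 36 lower). Called in both Febit data sets and in no Affymetrix data set was 1 miRNA at each day by title, the heart-muscle miR-208a. With the 2 non-VSN Febit arrays exchanged, the Febit-only counts were 12, 6 and 1, and the Affymetrix-only counts 77, 99 and 90. An Affymetrix-only example is miR-294* with -7.27 ± 0.46 at day 26 (adjusted p = 3.5e-07, limma, Benjamini-Hochberg) against -2.87 ± 1.07 on Febit VSN (adjusted p = 0.13, limma, Benjamini-Hochberg). The Febit-only counts by title are small, and leaving out 1 array, which also lowers the power of the fit, moved them at every day.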

In the other comparisons (day 19 to day 0 and day 26 to day 0) similar results are shown (99 vs. 6 and 90 vs. 1, respectively).

**Figure 5:**
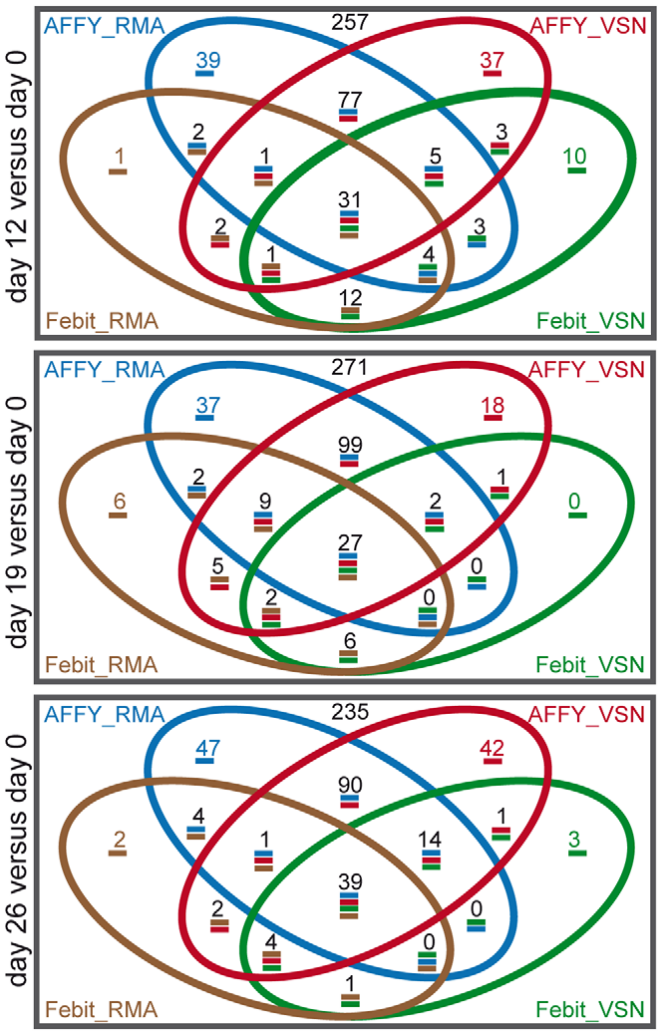
Range of overlap depends on platform and pre-processing method. Venn diagram of regulated miRNAs detected by comparing differentiated Cor.At® cardiomyocytes to undifferentiated ES cells (day 0): (upper part) in comparison day 12 vs. day 0, (middle part) in comparison day 19 vs. day 0, (lower part) in comparison day 26 vs. day 0. Blue: Affymetrix data with RMA normalization, red: Affymetrix data with VSN normalization, brown: Febit data with RMA normalization, green: Febit data with VSN normalization.

To elucidate the overlapping results as well as the platform-dependent discrepancies, 6 selected miRNAs were analyzed by RT-qPCR assays as a third independent method. Two miRNAs (miR-1 and miR-292-3p) represented overlapping results from Affymetrix and Febit miRNA platforms. miR-295* represented those miRNAs only being identified as being regulated by the Affymetrix platform. miR-208a was an example for miRNAs which were detected as being regulated only by the Febit platform. miR-501-3p was selected on behalf of the group of miRNAs which gave controversial results with the two platforms, while miR-715 represented those miRNAs not detected as being regulated by either platform.

The RT-qPCR Cq values of these 6 miRNAs are illustrated in figure 6, and have been overlaid with their intensity values on the Affymetrix and Febit platforms. 

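miR-1, a heart and skeletal muscle miRNA, rose on both platforms and miR-292-3p, of the ES-cell miR-290 to miR-295 cluster, fell. On Affymetrix VSN the log2 fold change of miR-1 at days 12, 19 and 26 was 7.96 ± 0.60, 8.44 ± 0.60 and 9.73 ± 0.60 (fit over 8 arrays; adjusted p = 1.8e-06, 1.1e-06 and 3.3e-07, limma, Benjamini-Hochberg), and on Febit VSN 5.42 ± 0.62, 6.60 ± 0.62 and 7.20 ± 0.62 (adjusted p = 0.00075, 0.00020 and 0.00021, limma, Benjamini-Hochberg). For miR-292-3p, Affymetrix VSN gave -4.68 ± 0.71, -6.12 ± 0.71 and -7.21 ± 0.71 (adjusted p = 0.00032, 3.5e-05 and 7.0e-06, limma, Benjamini-Hochberg) and Febit VSN -6.43 ± 0.66, -7.61 ± 0.66 and -7.06 ± 0.66 (adjusted p = 0.00050, 0.00020 and 0.00021, limma, Benjamini-Hochberg). No single array ends any of these calls. In raw Febit signal miR-292-3p fell from a mean intensity of 8306 at day 0 to 970 at day 12, and miR-1 went from 856 to 2017. The RT-qPCR values of this comparison were not analysed here.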

For miR-1 and miR-292-3P, results were consistent for both miRNA array platforms and the RT-qPCR data verified these results. This was also true for miR-715, which showed no change in expression with all three methods, although the absolute intensity from Affymetrix data matched better with the Cq value of RT-qPCR. 

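miR-715 was not called on Affymetrix VSN, at 0.37 ± 0.52, 0.05 ± 0.52 and -0.21 ± 0.52 log2 on days 12, 19 and 26 (adjusted p = 0.67, 0.97 and 0.76, limma, Benjamini-Hochberg). On Febit VSN it was not called either, yet its values were lower on the later days: -0.39 ± 0.62, -2.16 ± 0.62 and -1.95 ± 0.62 (adjusted p = 0.73, 0.066 and 0.074, limma, Benjamini-Hochberg). On Febit non-VSN values miR-715 fell by 2.21 log2 (SE 0.53; adjusted p = 0.020, limma, Benjamini-Hochberg). Day 26 b, the array of low signal, enters that value.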

For the miRNAs with controversial results from Affymetrix and Febit platforms, the RT-qPCR shared results partially with Affymetrix and partially with Febit. For example, RT-qPCR results were closer to Affymetrix results for miR-501-3p, which showed a clear up-regulation at day 12. This was also the case for miR-295*, for which both Affymetrix and RT-qPCR detected a down-regulation during the differentiation process. However, for miR-208a the RT-qPCR result was closer to the Febit result, which detected an up-regulation (whereas Affymetrix did not).

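The platforms call miR-501-3p in opposite directions at day 12. On Affymetrix VSN it rose to 3.68 ± 0.47 log2 at day 12 (adjusted p = 9.5e-05, limma, Benjamini-Hochberg) and stayed at 2.96 ± 0.47 and 2.90 ± 0.47. On Febit VSN it fell to -3.35 ± 0.61 at day 12 (adjusted p = 0.0094, limma, Benjamini-Hochberg) and was not called at days 19 and 26 (-0.92 ± 0.61 and -0.61 ± 0.61). miR-652 shows the same opposition, with 3.86 ± 0.45 on Affymetrix and -2.23 ± 0.57 on Febit. In raw Febit signal miR-501-3p moved only from a mean intensity of 1034 at day 0 to 856 at day 12, at the level of the background. Without day 12 a the Febit fall of miR-501-3p is not called (adjusted p = 0.068, limma, Benjamini-Hochberg).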

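miR-295*, the passenger strand of a miR-290 to miR-295 member, fell on Affymetrix VSN, with log2 fold changes of -5.47 ± 0.66, -6.12 ± 0.66 and -6.45 ± 0.66 at days 12, 19 and 26 (adjusted p = 6.3e-05, 2.1e-05 and 9.3e-06, limma, Benjamini-Hochberg). On Febit VSN it was not called: -0.41 ± 0.65, -1.46 ± 0.65 and -1.40 ± 0.65 (adjusted p = 0.73, 0.21 and 0.23, limma, Benjamini-Hochberg). Its raw Febit intensity was 928 at day 0, the day of its highest Affymetrix signal, and 940 at day 12. Febit therefore had no signal of miR-295* above background from which a fall could be seen.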

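miR-208a, encoded within the cardiac myosin heavy chain gene, rose only on Febit. Febit VSN gave 4.20 ± 0.80, 4.16 ± 0.80 and 4.52 ± 0.80 log2 at days 12, 19 and 26 (adjusted p = 0.011, 0.011 and 0.0058, limma, Benjamini-Hochberg), and Febit non-VSN gave 2.63, 2.32 and 2.53. Raw intensity went from 906 at day 0 to 2135 at day 12. On Affymetrix VSN miR-208a was not called, at 0.54 ± 0.48, 0.35 ± 0.48 and 0.28 ± 0.48 (adjusted p = 0.47, 0.61 and 0.67, limma, Benjamini-Hochberg). Its Affymetrix VSN value was 1.77 at day 0 and 2.31 at day 12, below the lowest array median of 2.73. Affymetrix therefore cannot tell an absent rise from an undetected one. The Febit VSN call ends without day 12 a at day 12 (adjusted p = 0.095, limma, Benjamini-Hochberg), without day 19 a or day 19 b at day 19 (0.095 and 0.10) and without day 26 a at day 26 (0.064).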

**Figure 6:**
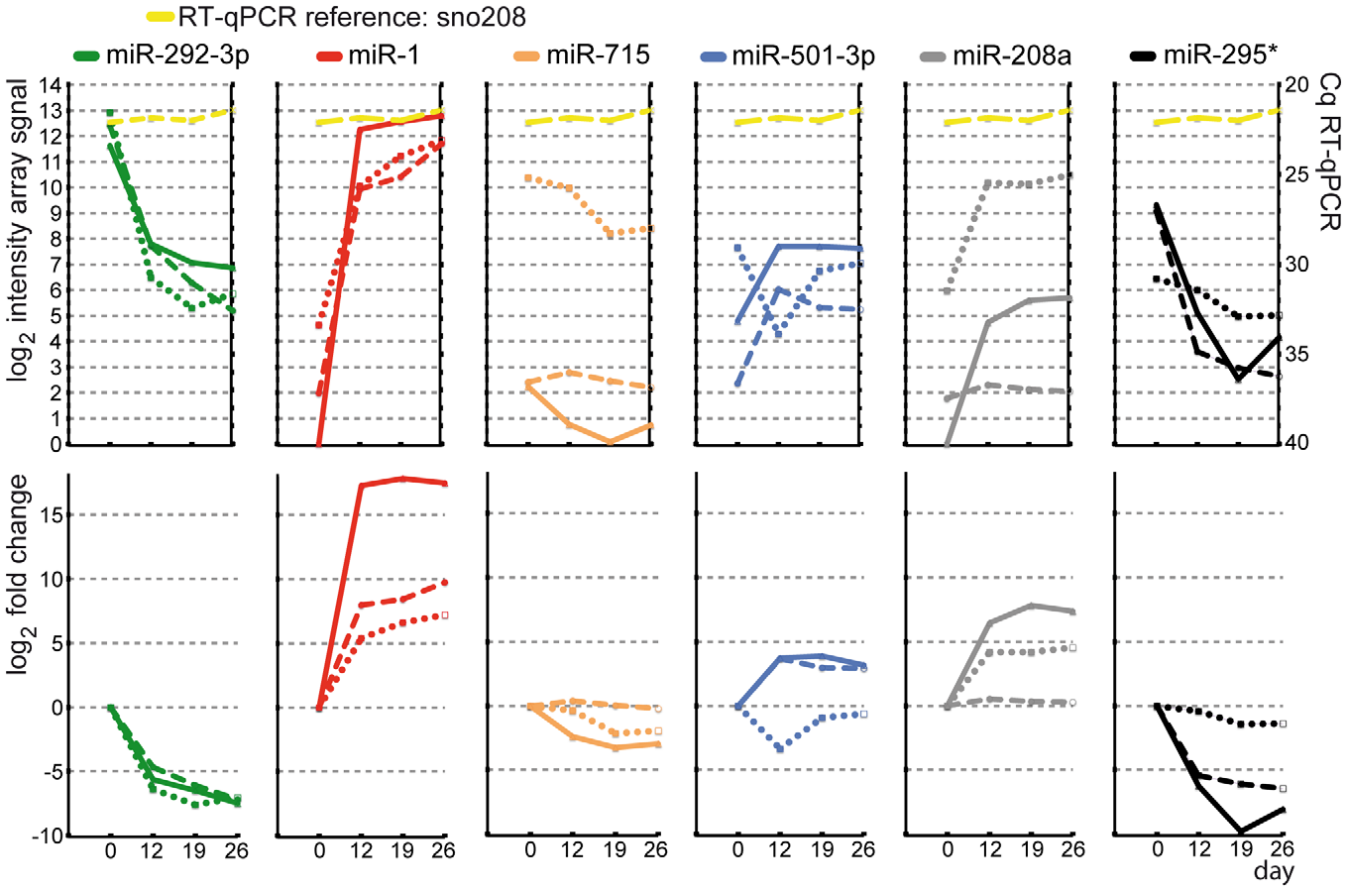
Evaluation of Array results for 6 selected miRNAs by RT-qPCR miRNA assays. RT-qPCR of selected miRNAs at day 0, day 12, day 19 and day 26 in comparison to Affymetrix and Febit array results are shown. Upper part: The log_2_ intensities of the samples analyzed by arrays (left scale) and the quantitative cycles Cq detected by RT-qPCR miRNA assays (right scale) are illustrated. Lower part: Log_2_ fold change of the amount of miRNA at the day indicated in comparison to day 0. Solid lines represent results from RT-qPCR miRNA assays; dashed lines represent results for Affymetrix array measurements; dotted lines represent results for Febit array measurements; dashed-dotted lines represent the Cq values of the RT-qPCR reference small nucleolar RNA snoRNA 202.

We selected the miRNAs, which were identified as being regulated under all four circumstances as platform- and analysis-independent results. All miRNAs that were identified in the comparisons between undifferentiated ES cells and Cor.At® cardiomyocytes at maturation timepoints (days 12, 19, and 26) resulted in a pool of 50 miRNAs. 

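Arrays named by title give a pool of 37 miRNAs that all 4 data sets call at 1 or more days, 29 higher and 8 lower than at day 0. They include miR-1, miR-133a, miR-143, miR-145, miR-378, 6 let-7 members, miR-26a and miR-27b among the higher, and 5 miRNAs of the miR-290 to miR-295 cluster with miR-92a, miR-106a and miR-467a among the lower. With the 2 non-VSN Febit arrays exchanged the pool has 50 miRNAs (37 higher, 11 lower, 2 of opposite sign), and it contains all 37. The 13 that only the exchanged arrays add include miR-133b, let-7i, miR-30a, miR-322, miR-290-3p, miR-291a-3p and miR-20b. On Affymetrix VSN every array of a later day lay above both day 0 arrays for 29 of the 37 and below them for 7, and on Febit VSN for 23 and 8. The pool by title shrinks from 37 to 23 without day 26 a and to 21 without day 26 b, all of them members of the 37.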

In the subsequent study, we focused on these 50 miRNAs.

A closer inspection of the 50 miRNAs that were regulated in a platform- and normalization-independent manner revealed that 18 of these miRNAs were regulated throughout the total differentiation and maturation process. Among these 18 miRNAs, 13 were identified as being up regulated while 5 were down regulated. 

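The miRNAs that all 4 data sets call at every day include muscle and miR-30 miRNAs on the way up and miR-290 to miR-295 members on the way down. By title there are 16: miR-1, miR-133a, miR-143, miR-145, miR-22, miR-26a, miR-27b, miR-30b, miR-30c, miR-335-5p and miR-378 rose (11), and miR-290-5p, miR-291a-5p, miR-292-3p, miR-292-5p and miR-293 fell (5). Exchanging the 2 non-VSN Febit arrays adds miR-30d and miR-99b, which makes 18 (13 higher, 5 lower). miR-378 rose by 5.53, 5.35 and 5.55 log2 on Affymetrix VSN (SE 0.46; adjusted p = 3.9e-06, 3.9e-06 and 1.8e-06, limma, Benjamini-Hochberg). The 3 comparisons share their day 0 arrays, so they overlap by design. Fold changes on Affymetrix VSN correlated at 0.93, 0.91 and 0.96 between pairs of comparisons (across miRNAs, not independent replicates) where simulated data without any change gave 0.50, with covariances of 3.85, 4.21 and 4.93 against 0.148 to 0.149 in the simulation. Days 12 and 19 shared 123 calls of the same sign and days 12 and 26 shared 137, where independent lists would share 28.8 and 37.4 higher and 3.28 and 3.09 lower calls and the simulation at most 1. Part of the excess may come from the shared controls. With nothing changed limma calls almost nothing, so the simulated overlap cannot show how shared controls add to the overlap of changed miRNAs. Leaving out arrays by title, the count of 16 falls to 10 without day 0 b, 7 without day 12 a, 5 without day 19 a and 9 without day 19 b.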

There were 7 miRNAs (4 up regulated, 1 down regulated, and 2 with an unclear trend between Affymetrix and Febit data) that were regulated uniquely by day 12. 

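Few pool miRNAs are called by all 4 data sets at day 12 alone, and let-7 makes up the largest group of those called at day 26 alone. By title, all 4 data sets called miR-103 and miR-351 at day 12 alone. With the 2 non-VSN Febit arrays exchanged this group had 7 members: miR-103, miR-298, miR-34a and miR-351 higher, miR-291a-3p lower, and miR-501-3p and miR-652 of opposite sign. miR-467a, of the Sfmbt2 locus, was lower at day 19 alone under either naming. At day 26 alone, 11 were called by title: let-7a, let-7c, let-7d, let-7e, let-7f, let-7g, miR-125b-5p, miR-21, miR-210 and miR-23b higher and miR-106a lower. With the arrays exchanged there were 13, all higher, among them let-7i, miR-30a, miR-185 and miR-28 and without miR-21 and miR-106a, which then join earlier days. Being called at 1 day only is not a tested difference between days. miR-351 itself was at 7.42 ± 0.50, 6.85 ± 0.50 and 6.68 ± 0.50 on Affymetrix VSN (adjusted p = 7.5e-07, 1.1e-06 and 1.3e-06, limma, Benjamini-Hochberg), so day 12 stands alone only because not every data set called it later.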

One was down regulated only by day 19, and 13 were up regulated by day 26. Most of the 50 (31) miRNAs were already regulated by day 12 (see Venn diagram Figure 7).

**Figure 7:**
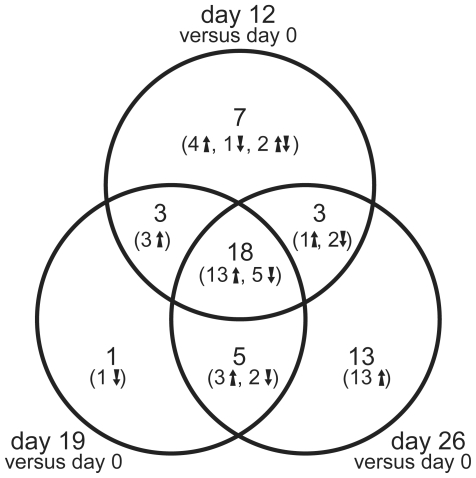
Venn diagram of the 50 platform and pre-processing methods independent regulated miRNAs. The number of up/down regulated miRNAs at different maturation stages (day 12, day 19 and day 26) compared to undifferentiated ES cells were denoted with arrows up/down.

Clustering of miRNAs, which reacted similarly during cardiomyocyte differentiation, will help in the elucidation of the miRNA regulation pathway for cardiomyocyte differentiation. For this purpose, heat-maps were made for the expression values of the above-mentioned 50 miRNAs for data from both platforms (Figure 8). Columns in the upper part of figure 8 (for Affymetrix platform) showed that replicate samples were clustered together. Undifferentiated samples (day 0) were separated from differentiated samples (day 12, day 19 and day 26). 

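Over the 37 pool miRNAs of Affymetrix VSN, the duplicates of all 4 days join first in complete-linkage clustering on Euclidean distance, and day 0 stands apart. Arrays of days 19 and 26 were on average 7.05 apart, days 12 and 19 8.01 and days 12 and 26 11.5. The branch of day 19 met that of day 26 at 7.93 and that of day 12 at 12.7. Distances of 7.05 and 8.01 differ by less than the distance between duplicates of a day (3.28 to 5.62), so day 19 is nearer to day 26 by little. Between days 12 and 26 limma with Benjamini-Hochberg adjustment called 20 miRNAs on Affymetrix VSN (19 higher, miR-20b lower), with let-7b, let-7f, miR-99a, let-7c and let-7i first, and 2 between days 12 and 19, let-7b and let-7c. With a replicate block, which pairs the letters across days, these counts are 30 and 10. The count of 20 becomes 12 without day 12 b, 13 without day 26 a and 31 without day 19 a or day 19 b, and the count of 2 becomes 0 without any array of days 12, 19 or 26.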

Among differentiated samples, day 19 was closer to day 26 than to day 12. The sample cluster of Febit data (Figure 8 lower part) showed that replicates from day 19 and day 26 were mixed but day 0 samples and day 12 samples were well separated. 

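On Febit VSN only the day 0 duplicates join first over the 37 pool miRNAs, whereas over the 50 of the exchanged arrays those of days 0 and 12 do. Mean distances were 7.72 between days 12 and 19, 8.15 between days 19 and 26 and 12.0 between days 12 and 26, with duplicates 4.92 to 8.68 apart. Days 12 and 26 were thus the farthest apart, while these 37 do not resolve whether day 19 is nearer to day 12 or to day 26. Over the 50 of the exchanged arrays, days 12 and 19 were 11.3 apart and days 19 and 26 9.11, with duplicates 5.53 to 9.54 apart. Over all tested miRNAs limma with Benjamini-Hochberg adjustment called 67 on Febit VSN between days 12 and 19 and 0 between days 19 and 26. By these calls day 19 was nearer to day 26. Between days 12 and 26 limma with Benjamini-Hochberg adjustment called 49 miRNAs on Febit VSN (46 higher), let-7a, miR-29a, miR-30a, miR-100 and miR-21 among the first. The 7 called on both platforms for this interval were let-7a, let-7b, let-7d, miR-100, miR-21, miR-29a and miR-31, all with 1 sign. The count of 49 becomes 86 without day 0 a or day 0 b, 20 without day 19 a or day 19 b and 0 without any array of days 12 or 26.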

The miRNAs were clustered into 2 groups in both heat-maps. 

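The division of miRNAs by direction is partial. Complete-linkage clustering of the 37 pool miRNAs on Affymetrix VSN gave a group of 22, all higher after day 0, and a group of 15 that holds the 8 lower miRNAs (miR-290-5p, miR-291a-5p, miR-292-3p, miR-292-5p, miR-293, miR-92a, miR-106a and miR-467a) with 7 that are higher. Febit VSN gave the same sizes and the same split of directions. Over the 50 miRNAs of the exchanged arrays, the Affymetrix groups had 38 members (37 higher, 1 lower) and 12 (2 higher, 10 lower), while the Febit groups had 26 (13 higher, 13 lower) and 24, all higher. The grouping and its input come from the same arrays, so it is a description and not a test.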

The upper group was up regulated during the differentiation process while the lower group was down regulated in the differentiated samples.

**Figure 8:**
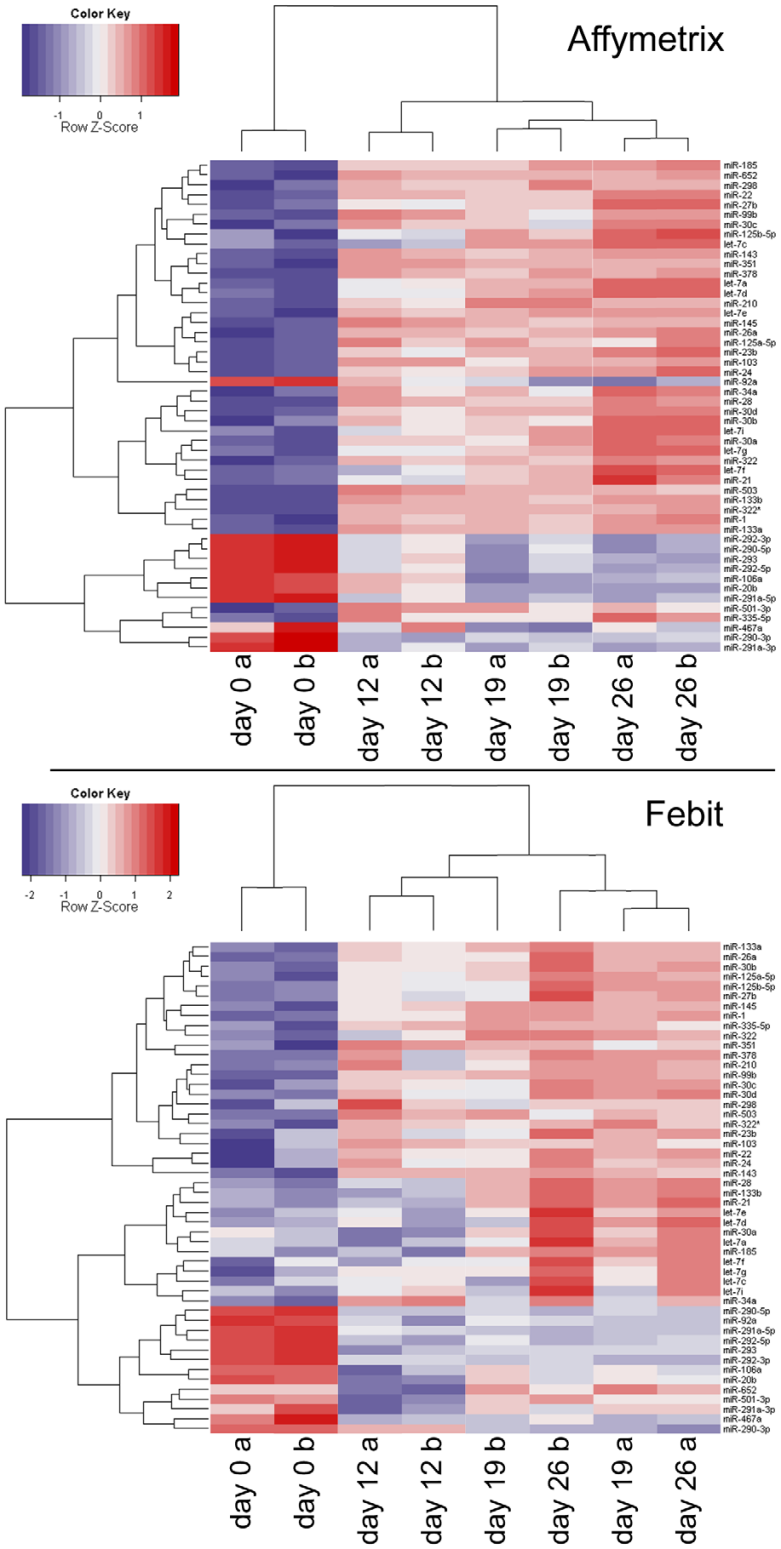
Heatmap of expression values of the 50 platform and pre-processing methods independent regulated miRNAs from Affymetrix platform (upper part) and Febit platform (lower part).

### The selected 50 regulated miRNAs belong to cardiac differentiation and embryonic development-related groups

The time course of the miRNAs can tell us more about when and how the miRNAs were regulated during cardiac differentiation and maturation. For this reason the changes of expression values of miRNAs compared to undifferentiated samples have been illustrated in figure 9. Three major clusters were identified. Cluster A and cluster B were sub-groups of the up-regulated groups in the heat-map. Cluster A included miRNAs which increased until day 12, and then were maintained until day 26. 

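The 13 miRNAs that Figure 9 places in cluster A had similar medians at days 12, 19 and 26. Their median log2 fold change was 4.86, 4.51 and 5.00 on Affymetrix VSN at days 12, 19 and 26 and 2.57, 2.76 and 2.83 on Febit VSN, and limma with Benjamini-Hochberg adjustment called none of them between days 12 and 26 on Affymetrix (unadjusted p under 0.05 for 89 of all tested miRNAs) and 2 higher on Febit. miR-143 was at 6.83 ± 0.46, 6.30 ± 0.46 and 6.91 ± 0.46 on Affymetrix VSN (adjusted p = 7.5e-07, 1.1e-06 and 4.6e-07, limma, Benjamini-Hochberg) and at 7.52 ± 0.72 and 7.46 ± 0.72 on Febit VSN at days 12 and 19. From day 12 to day 26 it moved by 0.09 ± 0.46 (adjusted p = 0.95, limma, Benjamini-Hochberg). miR-298 rose less, to 2.57 ± 0.48, 2.89 ± 0.48 and 2.75 ± 0.48 on Affymetrix VSN (adjusted p = 0.0013, 0.00053 and 0.00060, limma, Benjamini-Hochberg). On Febit VSN miR-298 was called at day 12 (2.52 ± 0.75; adjusted p = 0.049, limma, Benjamini-Hochberg) and not at days 19 and 26 (1.45 ± 0.75 and 1.88 ± 0.75). That day 12 call is lost without any 1 array except day 0 b: without day 0 a (adjusted p = 0.15, limma, Benjamini-Hochberg), day 12 a (0.25), day 12 b (0.062) or any of the others (0.092 each). The members of the cluster were picked by the paper on these samples, so their level is no independent evidence.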

Typical cardio-specific miRNAs (such as miR-143) could be found in this cluster, as well as some embryo-related miRNAs (such as miR-298) [25]. Some of the miRNAs in this cluster were reported to be involved in both cardiac- and embryonic-process. Cluster B included miRNAs which continually increased during the differentiation and maturation process. 

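The 19 miRNAs of cluster B had higher values at day 26 than at day 12 on both platforms, a rise that limma called for some of them. The paper picked them on these samples for a continued increase, so a later rise of all 19 is no independent evidence. On Affymetrix VSN their median log2 fold change was 3.62, 5.03 and 5.65 at days 12, 19 and 26, with 19 of 19 higher at day 26 than at day 12 and 9 called so by limma with Benjamini-Hochberg adjustment. On Febit VSN it was 2.19, 2.49 and 4.30, with 19 of 19 higher and 6 called. miR-21 rose to 2.64 ± 0.51, 3.75 ± 0.51 and 5.65 ± 0.51 on Affymetrix VSN, a gain of 3.01 ± 0.51 from day 12 to day 26 (adjusted p = 0.0043, limma, Benjamini-Hochberg). let-7f gained 4.46 ± 0.56 over the same interval (adjusted p = 0.0010, limma, Benjamini-Hochberg) and let-7c 3.92 ± 0.50. The whole let-7 family, which accumulates as ES cells leave pluripotency, had 6, 8 and 9 of 9 members higher on Affymetrix VSN at days 12, 19 and 26 (6, 8 and 9 adjusted over the list alone) and 0, 0 and 8 on Febit VSN (0, 0 and 8). From day 12 to day 26, 8 of 9 rose on Affymetrix (8 over the list alone) and 4 on Febit (8). A shift of the family at day 26 was called by camera on Affymetrix (adjusted p = 5.9e-06 with a preset correlation of 0.01, Benjamini-Hochberg over 19 lists; adjusted p = 0.22 with an estimated correlation, which calls it no longer), with a median of 6.28. let-7 members differ by few bases and may cross-hybridize, so they are not separate witnesses.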

Most of the miRNAs in cluster B were cardiac differentiation related miRNAs, though there were also miRNAs reported as for both functions (e.g. miR-21). miRNAs in cluster C were down regulated after the beginning of differentiation. 

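The 11 miRNAs of cluster C, which the paper picked on these samples for their decrease, had median log2 fold changes at days 12, 19 and 26 of -3.92, -4.58 and -4.65 on Affymetrix VSN and -4.55, -3.15 and -3.49 on Febit VSN. miR-293 was at -3.49 ± 0.64, -4.95 ± 0.64 and -5.28 ± 0.64 on Affymetrix VSN (adjusted p = 0.0012, 7.9e-05 and 3.6e-05, limma, Benjamini-Hochberg). miR-290-5p was at -4.96 ± 0.76, -6.39 ± 0.76 and -7.23 ± 0.76 and miR-290-3p at -3.92 ± 0.51, -3.34 ± 0.51 and -3.27 ± 0.51. On Febit VSN miR-290-3p was not called at day 12 (-0.82 ± 0.58; adjusted p = 0.39, limma, Benjamini-Hochberg). miR-106a, a relative of miR-17, fell to -1.43 ± 0.45, -3.53 ± 0.45 and -2.81 ± 0.45 on Affymetrix VSN (adjusted p = 0.030, 7.3e-05 and 0.00034, limma, Benjamini-Hochberg), and its day 12 call ends without day 0 a (adjusted p = 0.10, limma, Benjamini-Hochberg), day 0 b (0.067), day 12 a (0.078) or day 12 b (0.14). The miR-17-92 cluster with its paralogues, to which miR-106a belongs, had 3, 10 and 11 of 20 members lower on Affymetrix VSN (1, 13 and 12 adjusted over the list alone) and 5, 1 and 4 on Febit VSN (7, 1 and 4). Camera called the family lower at day 26 on Affymetrix (adjusted p = 7.9e-07 with the preset, Benjamini-Hochberg; adjusted p = 0.14 with an estimated correlation).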

Many embryo miRNAs, such as miR-293, miR-290-3p or miR-290-5p were in cluster C. Cluster C also included miR-106a which is believed to be both ES cell-specific and cardiac-related [26].

**Figure 9:**
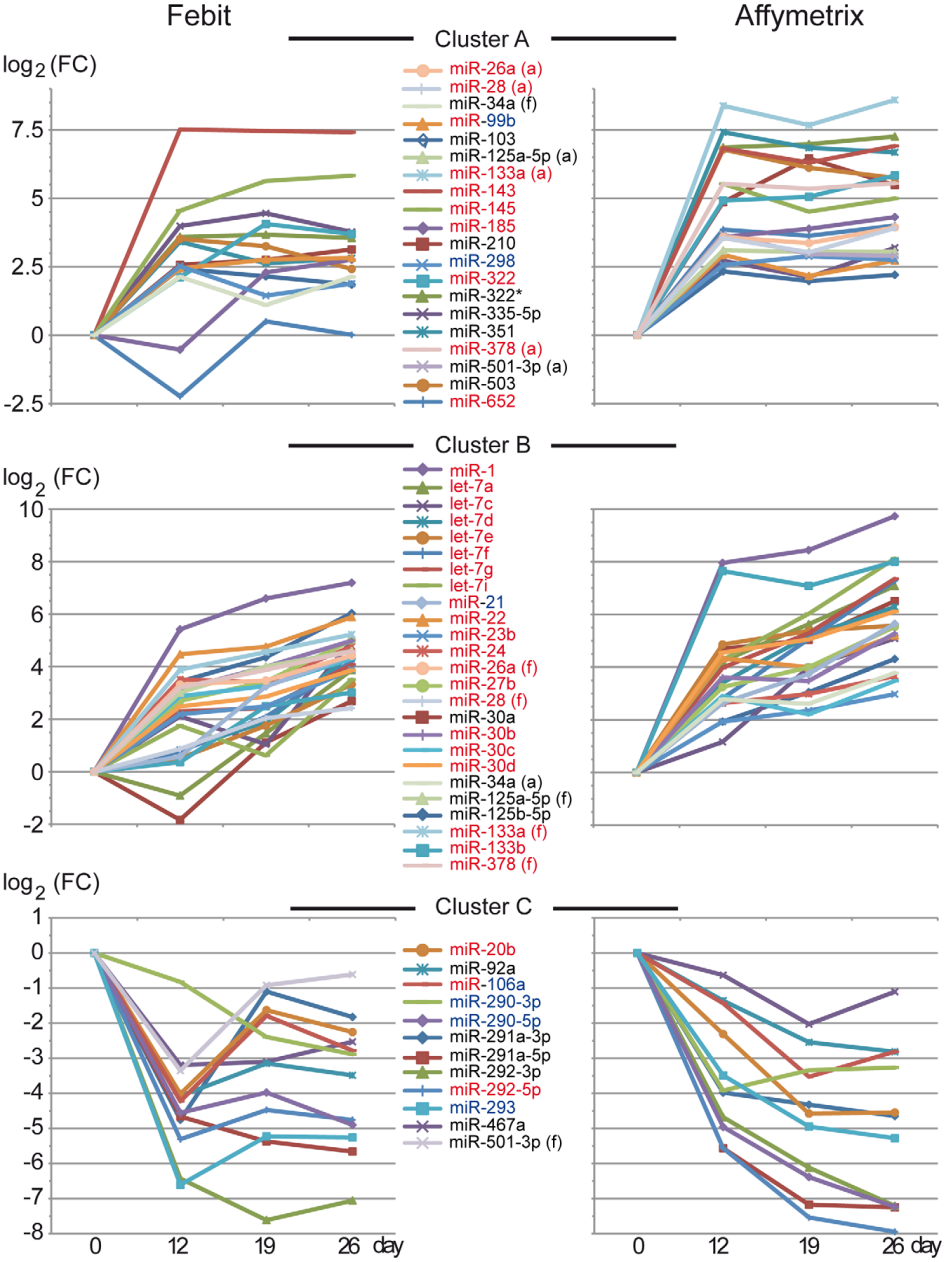
Changes in expression of selected miRNAs during time course of cardiomyocyte-specific differentiation/maturation. Three expression clusters of the 50 platform and pre-processing methods independent regulated miRNAs. (Cluster A) miRNAs which increased at day 12 and keep highly expressed afterwards, (Cluster B) miRNAs which incease continuously, (Cluster C) miRNAs which are down regulated during differentiation. miRNA names are colored in red for according to literature cardiac-related miRNAs and blue for according to literature ES cell related miRNAs. Y-axis represents log_2_ fold change over undifferentiated ES cells (day 0). miRNAs showing discrepancies in cluster membership dependent on array platform are marked with (a) for the Affymetrix and (f) for the febit result.

### Target genes of differentiated expressed miRNAs are heart development-related

miRNAs have been reported to be involved in the regulation process through interaction with mRNA. Target prediction makes it possible to speculate the regulation pathway of miRNA. In mouse gene ontology, 243 genes have been annotated under the term “GO:0007507: heart development”. 188 miRNAs have been predicted to be regulators for these genes. Among these 188 miRNAs, 23 were found in the 50 selected miRNAs. Six embryo marker genes (Myc, Sox2, Klf4, Lin28, Nanog, Pou5f1) were also predicted as regulators of miRNAs, 18 miRNAs were predicted to be target miRNAs (data not shown). As shown by RT-qPCR, the expression of the embryonic markers Klf4, Pou5F (Oct4) and Sox2 was completely down regulated by day 12 and remained depressed until day 26 (Figure 10). This effect was well synchronized with the up-regulation of miR-145.

**Figure 10:**
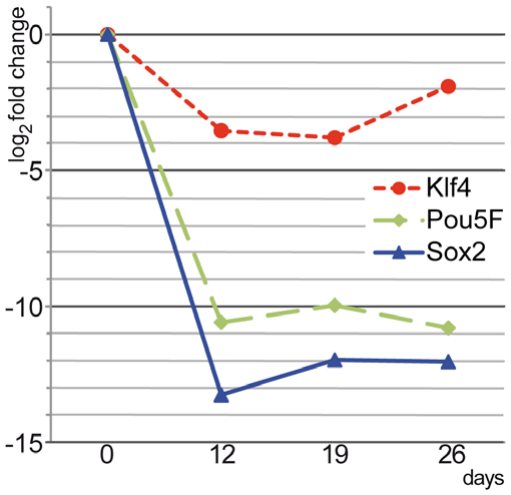
Embryonic marker genes are down regulated at day 12 of cardiomyocyte-specific differentiation. mRNA levels were measured at indicated timepoints using RT-qPCR. Relative gene expression of ES cell markers Klf4, Pou5F and Sox2 normalized to the expression of the reference gene GAPDH is shown. The results are expressed as fold change over day 0 values (undifferentiated ES cells). The y-axis represents log_2_ fold change relative to day 0.

## Discussion

miRNA in murine ES cells undergoing a cardiomyocyte-specific differentiation and maturation was profiled with the Affymetrix GeneChip platform and the Febit Geniom Realtime Analyzer. Instead of verifying miRNA profile results with RT-qPCR, the two independent high throughput platforms were used to verify results against each other. After differentiation analysis, miRNAs that were regulated in a platform-independent manner were identified for further study of their roles in cardiac differentiation and maturation.

### Expression level of miRNAs were distributed differently on the two platforms

Previous studies have shown that not all miRNAs are expressed in ES cells [15], [27]. Boxplot of the data from this study also showed that most of the miRNAs had low expression levels during the whole cardiomyocyte-specific differentiation and maturation process. There were more miRNAs detected in the differentiated samples than in the undifferentiated samples, based on the Febit platform results. However, this trend was not obvious for data from the Affymetrix platform. Since identical samples were applied in both studies, this could only be due to the different design principles and detection methods used by the platforms.

### Platforms and analysis methods have a strong influence on miRNA profiling results

In the PCA plots of the first 2 components, an absolute separation was observed in the axis of the first component, suggesting that the platforms exert a great influence on the profiling results. The Affymetrix data points were on the negative side while the Febit data points located on the positive side of the first principal component. This result indicates that the choice of platform may exert an even greater influence than the differentiation treatment itself. Along the axis of the second principal component sub-clusters were seen for sample from different stages during the maturation process especially for data generated using the Affymetrix platform. Day 0, which represents undifferentiated ES cells, is on one end of the axis, while day 12, day 19 and day 26 are on the other end of the axis. This cluster effect is also significant for data generated using the Febit platform, but day 0 was separated from other samples by less distance. The data for the day 19 and day 26 samples were difficult to separate on the Febit platform. This suggests that the Affymetrix platform may possess a higher sensitivity in detecting regulation of miRNA expression, an interpretation that was also supported by the differentiation analysis. Furthermore, according to the results of the 6 miRNAs analyzed by RT-qPCR, the Affymetrix miRNA array platform seemed to have a slight advantage over Febit miRNA array platform. Although a larger sample size would be required to allow a surer general statement regarding the reliability of the miRNA array platforms, it may be concluded that the results obtained by a single method should be considered with caution.

Analysis methods also have an influence on identifying differentially expressed miRNAs. In our study, the same samples analyzed on the same platform but only pre-processed with either RMA or VSN resulted in an approximately 30% variant hit list. For example, from the comparison of the results obtained with the Affymetrix platform from day 12 to day 0, we identified 124 miRNAs, which were significantly regulated after applying RMA and VSN methods. Of these miRNAs, 43 could only be identified after VSN while 48 miRNAs could be identified only after applying RMA. This result emphasized the importance of the verification procedure in miRNA profiling studies, especially when using microarray technology.

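RMA and VSN of the same Affymetrix arrays share most calls at every day. Both called 114 miRNAs at day 12, 137 at day 19 and 144 at day 26, RMA alone 48, 39 and 51, and VSN alone 43, 26 and 49 (limma, Benjamini-Hochberg). As an example, miR-21 at day 12 was called on VSN (adjusted p = 0.0016, limma, Benjamini-Hochberg) and not on RMA (1.16 ± 0.39; adjusted p = 0.062, limma, Benjamini-Hochberg). miR-1, miR-133a and the miR-290 to miR-295 members of the pool were called by either. A call on 1 scale and none on the other is not a tested difference between the scales.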

### miRNAs are differentially expressed during cardiac-specific differentiation and maturation

Despite the strong effect of platforms and pre-processing methods, there was a clear correlation between miRNA expression and cardiac-specific differentiation in the PCA plots. Furthermore, miRNA expression analysis also verified the separation of samples from undifferentiated ES cells and samples from Cor.At® cardiomyocytes. Fifty miRNAs were identified as being significantly regulated in a platform- and pre-processing independent manner. Compared to single high throughput platform analyses, the number of regulated miRNAs that were detected in the present study is relatively low. However, we believe that the application of 2 independent platforms for miRNA profiling results more plausible candidate groups. The small number of regulated miRNAs found in the present investigation could also be due to the use of pure populations of Cor.At® cardiomyocytes.

Thirty one of the 50 miRNAs had also been identified as regulated by day 12. This result indicates that the onset of the miRNAs changes during differentiation started before day 12. Among these 31 miRNAs, 18 were regulated throughout the whole differentiation and maturation period. An example of these 18 miRNAs is miR-22, which was recognized as one of the miRNAs, which increase dramatically during differentiation. Together with miR-21, miR-22 could regulate targets such as transforming growth factor-β-induced gene (TGFBi) [27], [28]. This indicates the possibility of negative regulation during differentiation. miR-291a-3p, miR-291a-5p, miR-292-3p, miR-290-5p and miR-293 belong to the miR-290-295 cluster [27]. This cluster of miRNAs decreases as ES cells differentiate. This result supports the hypothesis that ES-specific miRNAs were repressed during differentiation.

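miR-22, a miRNA abundant in muscle, rose by day 12 on both platforms and was highest at day 26. Affymetrix VSN gave 4.33 ± 0.43, 3.99 ± 0.43 and 5.20 ± 0.43 log2 at days 12, 19 and 26 (adjusted p = 1.3e-05, 1.8e-05 and 1.8e-06, limma, Benjamini-Hochberg). Febit VSN gave 4.47 ± 0.96, 4.75 ± 0.96 and 5.89 ± 0.96 (adjusted p = 0.017, 0.013 and 0.0035, limma, Benjamini-Hochberg). The raw Febit intensity of miR-22 went from 1252 at day 0 to 6286 at day 12. From day 12 to day 26 the gain of 0.87 ± 0.43 on Affymetrix was not called (adjusted p = 0.28, limma, Benjamini-Hochberg). On Febit the calls end without day 12 a or day 12 b at day 12 (adjusted p = 0.10 and 0.056, limma, Benjamini-Hochberg), without day 19 a or day 19 b at day 19 (0.17 and 0.064) and without the low-signal array day 26 b at day 26 (0.083).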

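Nearly the whole miR-290 to miR-295 cluster was lower from day 12 on with Affymetrix, and part of it with Febit. Of its 13 tested members, 12 were lower on Affymetrix VSN at each of days 12, 19 and 26 (12 each adjusted over the list alone), and 6 on Febit VSN at each day (7, 8 and 9 over the list alone). The median log2 fold change was -4.68, -6.12 and -6.45 on Affymetrix and -2.85, -2.88 and -2.89 on Febit. Among them miR-292-5p fell to -5.56 ± 0.79, -7.54 ± 0.79 and -7.95 ± 0.79 on Affymetrix VSN (adjusted p = 0.00019, 1.5e-05 and 7.0e-06, limma, Benjamini-Hochberg). miR-291a-3p reached -3.98 ± 0.58, -4.32 ± 0.58 and -4.65 ± 0.58 on Affymetrix VSN and on Febit VSN was called at day 12 only (-4.75 ± 0.92; adjusted p = 0.011, limma, Benjamini-Hochberg), a call that ends without day 12 a (0.095). Camera called the cluster lower on both platforms at all days, for day 19 with adjusted p = 1.9e-10 on Affymetrix and 5.8e-09 on Febit (preset correlation, Benjamini-Hochberg over 19 lists). With the correlation estimated from the data the call holds only on Febit at day 19 (adjusted p = 0.048 with an estimated correlation; 0.052 at day 26, and 0.24 on Affymetrix at day 19). The members belong to 1 cluster, so their falls are not separate pieces of evidence.

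**Figure D2:**
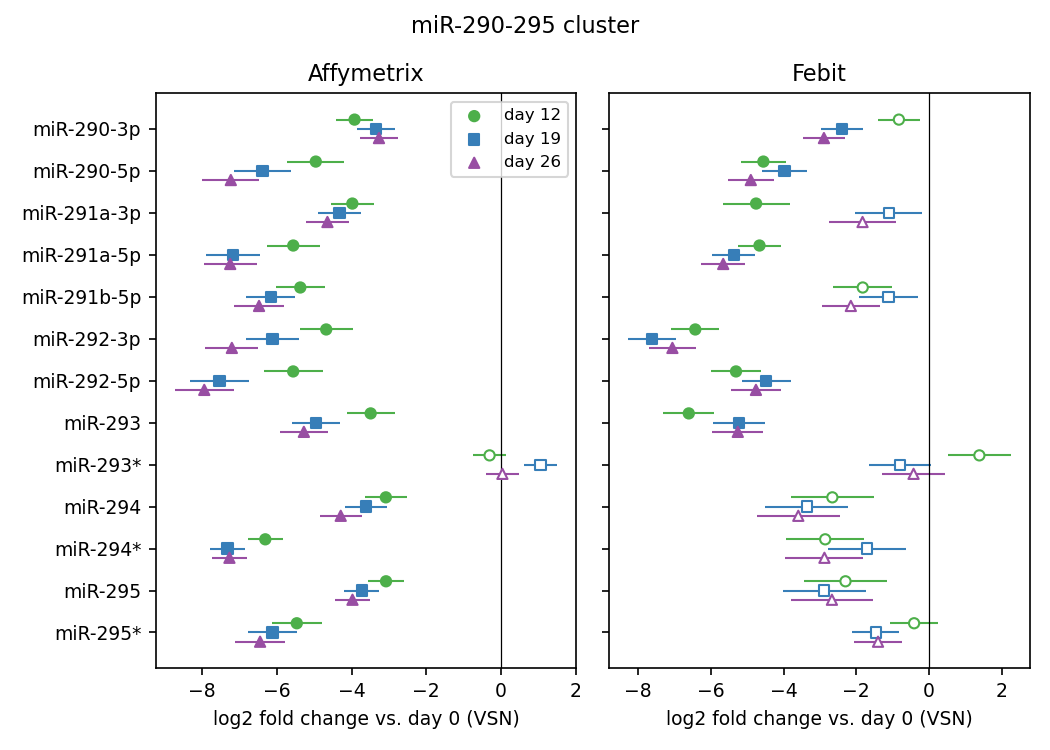
log2 fold change against day 0 of the tested members of the miR-290 to miR-295 cluster at days 12, 19 and 26 on Affymetrix VSN and Febit VSN. Points are fitted means over 2 arrays per day, bars the SE from limma, filled points an adjusted p under 0.05 (Benjamini-Hochberg).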

miR-21 has been intensively studied over recent years, in particular for its involvement in cardiovascular disease and cancer [29]. A study in 2007 [30] showed that miR-21 is up regulated in proliferating vascular smooth muscle cells (VSMCs) of the rat. This increase results in decreased cell proliferation and increased cell apoptosis in a dose-dependent manner in cultured rat aortic VSMCs. Another study found that miR-21 is strongly increased in failing heart [31], suggesting miR-21 to be an interesting target miRNA. 

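miR-145, a smooth and cardiac muscle miRNA, rose by day 12, and no change between days 12 and 26 was called on either platform. Affymetrix VSN gave 5.53 ± 0.44, 4.51 ± 0.44 and 5.00 ± 0.44 log2 at days 12, 19 and 26 (adjusted p = 3.2e-06, 1.1e-05 and 3.2e-06, limma, Benjamini-Hochberg). Febit VSN gave 4.55 ± 0.76, 5.63 ± 0.76 and 5.83 ± 0.76 (adjusted p = 0.0064, 0.0019 and 0.0011, limma, Benjamini-Hochberg). The step from day 12 to day 26 was -0.54 ± 0.44 on Affymetrix (adjusted p = 0.56, limma, Benjamini-Hochberg) and 1.28 ± 0.76 on Febit (adjusted p = 0.29, limma, Benjamini-Hochberg). In the cluster of miR-143 and miR-145, 2 of 3 tested members rose at every day on both platforms, also when adjusted over the list alone, and the third was not called. The Febit call of day 12 ends without day 12 a (adjusted p = 0.054, limma, Benjamini-Hochberg). The paper's measurements of Klf4, Oct4 and Sox2 transcripts were not used here.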

Another example of up regulated miRNA is miR-145 which is significantly increased by day 12 and remains a high expression level until day 26. OCT4, SOX2 and KLF4 can be directly regulated by miR-145 [32]. As already known, OCT4, SOX2 and KLF4 are required for ES cell self-renewal and pluripotency. A high concentration of miR-145 is essential for stem cell differentiation. As expected, the RT-qPCR results confirmed that miR-145 target genes (Pou5F, Sox2 and Klf4) were down regulated by day 12 and remained at a low expression level during further cardiomyocyte maturation.

Two widely conserved miRNAs that display cardiac- and skeletal muscle–specific expression during development and in the adult are miR-1 and miR-133 [33], which are derived from a common precursor transcript (bicistronic) [34], [35]. miR-1 and miR-133a were up regulated in all three comparisons (days 12, 19, and 26) between Cor.At® cardiomyocytes and undifferentiated ES cells (day 0). In contrast, miR-206, which shares extensive sequence homology to miR-1, is found expressed exclusively in skeletal muscle with the co-transcribed miR-133b. 

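Most striated muscle miRNAs were called higher by day 26. There miR-133a was at 8.38 ± 0.52, 7.67 ± 0.52 and 8.59 ± 0.52 log2 on VSN values at days 12, 19 and 26 (adjusted p = 7.5e-07, 1.1e-06 and 3.3e-07, limma, Benjamini-Hochberg), and on Febit VSN at 3.88 ± 0.62, 4.55 ± 0.62 and 5.23 ± 0.62 (adjusted p = 0.0055, 0.0019 and 0.00082, limma, Benjamini-Hochberg). Of 8 tested muscle miRNAs, 5, 5 and 7 were higher on Affymetrix VSN (5, 6 and 7 adjusted over the list alone) and 3, 5 and 6 on Febit VSN (4, 7 and 8, with 1 lower at day 12). Camera called the list higher at day 19 on Affymetrix (adjusted p = 0.0012) and on Febit (adjusted p = 9.7e-07; preset correlation, Benjamini-Hochberg). At day 12 it did not call the list higher on Febit, even with the preset. With an estimated correlation only Febit at day 19 keeps its call (adjusted p = 0.048 with an estimated correlation, against 0.27 on Affymetrix). The passenger strand miR-133a* was at 3.35 ± 0.47, 3.35 ± 0.47 and 4.95 ± 0.47 on Affymetrix VSN, and on Febit VSN at -1.93 ± 0.59, 1.32 ± 0.59 and 1.33 ± 0.59, called at no day (adjusted p = 0.059, 0.22 and 0.21, limma, Benjamini-Hochberg). Without day 12 a the day 12 call of miR-133a on Febit ends (adjusted p = 0.056, limma, Benjamini-Hochberg).

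**Figure D3:**
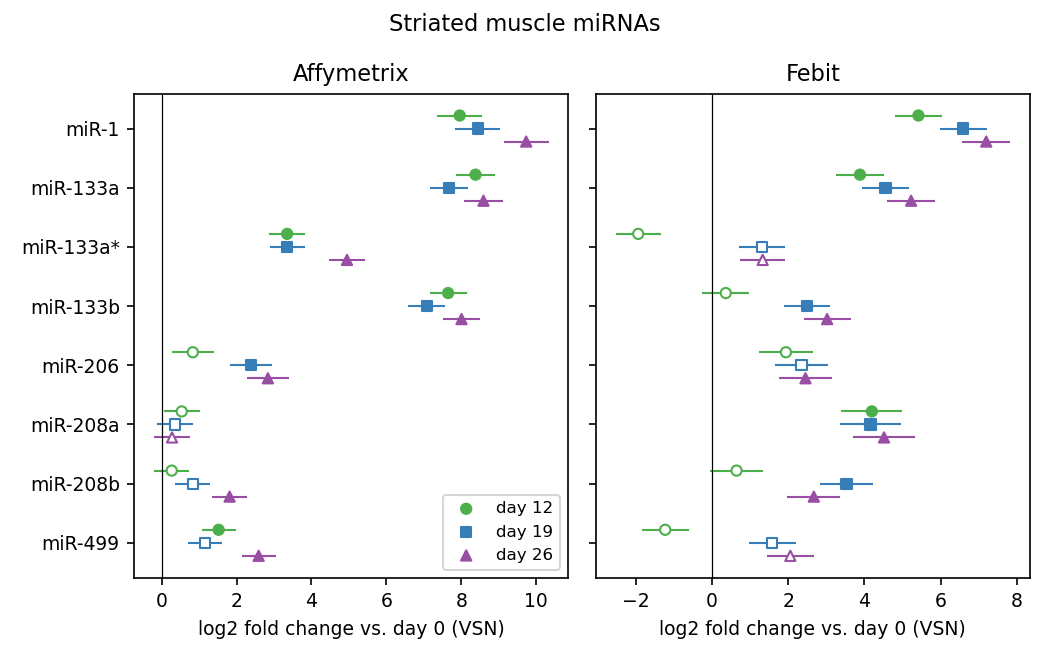
log2 fold change against day 0 of the 8 tested striated muscle miRNAs at days 12, 19 and 26 on Affymetrix VSN and Febit VSN. Points are fitted means over 2 arrays per day, bars the SE from limma, filled points an adjusted p under 0.05 (Benjamini-Hochberg).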

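miR-206, a skeletal muscle relative of miR-1, was not called at day 12 on Affymetrix VSN (0.83 ± 0.56 log2; adjusted p = 0.32, limma, Benjamini-Hochberg). At days 19 and 26 it was higher, at 2.39 ± 0.56 and 2.84 ± 0.56 (adjusted p = 0.0056 and 0.0015, limma, Benjamini-Hochberg). On that scale miR-206 was at 1.47 at day 0, below the lowest array median of 2.73, so these folds start near the background. Affymetrix RMA called it on the same days with smaller values, 0.92 ± 0.25 and 0.96 ± 0.25 (adjusted p = 0.027 and 0.020, limma, Benjamini-Hochberg). On Febit VSN miR-206 was at 1.94 ± 0.70, 2.35 ± 0.70 and 2.45 ± 0.70, called only at day 26 (adjusted p = 0.098, 0.071 and 0.046, limma, Benjamini-Hochberg), and its raw intensity was 848 at day 0 and 966 at day 12. miR-206 and miR-1 differ at few bases, so signal from the abundant miR-1 on the miR-206 probe cannot be excluded. The Affymetrix VSN call of day 19 ends without day 0 b (adjusted p = 0.065, limma, Benjamini-Hochberg), and the Febit call ends without day 0 a (0.15), day 12 a or day 12 b (0.060 each), day 19 a or day 19 b (0.097 each), day 26 a (0.26) and day 26 b (0.14).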

Unsurprisingly, an increase of miR-206 was not observed during the present cardiomyocyte-specific differentiation process.

miR-1 has been reported to be abundant in rat heart but not in rat artery [36]. The expression of miR-1 was reported to be especially high in cardiac precursor cells [33], [35]. Experiments also revealed that excess miR-1 in the developing heart leads to a decreased pool of proliferating ventricular cardiomyocytes [35]. Many results suggest that miR-1 genes modulate the effects of critical cardiac regulatory proteins to control the balance between differentiation and proliferation during cardiogenesis. miR-1 could also be an important target for use in therapy of cardiovascular disease. miR-138, which has been reported to regulate cardiac patterning [28], was only observed to be up regulated in the Affymetrix data but not in the Febit data.

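miR-138 rose on Affymetrix VSN by 2.95 ± 0.45, 2.07 ± 0.45 and 2.32 ± 0.45 log2 at days 12, 19 and 26 (adjusted p = 0.00034, 0.0038 and 0.0014, limma, Benjamini-Hochberg). On Febit VSN it was not called: 0.62 ± 0.72, 1.18 ± 0.72 and 0.85 ± 0.72 (adjusted p = 0.64, 0.39 and 0.59, limma, Benjamini-Hochberg). The raw Febit intensity of miR-138, 904 at day 0 and 976 at day 12, stayed at the background. The rise of miR-138 therefore rests on 1 platform.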

In the time course study of the 50 selected miRNAs, miR-145 showed the highest increase by day 12, and remained at a high expression level thereafter. This suggests that miR-145 (and the other miRNA members of cluster A, Figure 9) is not the candidate which triggers the maturation process of the Cor.At® cardiomyocytes during which gap-junctions are built. 

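By day 12 the largest rise among all tested miRNAs was that of miR-133a on both Affymetrix data sets and that of miR-143 on both Febit data sets. miR-145 ranked 9 on Affymetrix VSN, 8 on Affymetrix RMA and 3 on either Febit data set. Among the 37 pool miRNAs it ranked 7 on Affymetrix VSN, behind miR-133a, miR-1, miR-351, miR-322*, miR-143 and miR-503. Later it ranked 25 at day 19 and 31 at day 26 on Affymetrix VSN, as let-7 and other miRNAs passed it. These ranks are not exact, since several of the folds start from the background: at day 0 miR-133a was at 2.23 on Affymetrix VSN, below the lowest array median of 2.73, and miR-143 had a raw Febit intensity of 894, whereas miR-145 was at 6.35 on Affymetrix VSN.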

There are also miRNAs such as miR-1, miR-133a and miR-133b, which increased progressively at day 19 and day 26. Together with miR-21, which was first regulated after the cell-cell contact (i.e. day 12), they are good candidates to elucidate the maturation phase of cardiac-specific differentiation.

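A progressive rise after day 12 was called for miR-133b on Febit VSN alone and for none of the 3 miRNAs miR-1, miR-133a and miR-133b on Affymetrix. The VSN values of miR-1 nevertheless rose from day to day on both platforms, and those of miR-133a and miR-133b on Febit only. From day 12 to day 26 miR-1 gained 1.77 ± 0.60 log2 on Affymetrix VSN (adjusted p = 0.11, limma, Benjamini-Hochberg) and 1.78 ± 0.62 on Febit VSN (adjusted p = 0.10, limma, Benjamini-Hochberg). miR-133a gained 0.21 ± 0.52 (adjusted p = 0.87, limma, Benjamini-Hochberg) and 1.34 ± 0.62 (adjusted p = 0.19, limma, Benjamini-Hochberg). For miR-133b the gains were 0.36 ± 0.49 (adjusted p = 0.73, limma, Benjamini-Hochberg) and 2.66 ± 0.62 (adjusted p = 0.023, limma, Benjamini-Hochberg). On Febit VSN miR-133b started from 0.36 ± 0.62 at day 12, not called, while Affymetrix VSN already had it at 7.65 ± 0.49 on that day. No Febit VSN call between days 12 and 26 remains without any single array of those days.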

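miR-21 was called at day 12 in 1 data set and at day 26 in all 4. On Affymetrix VSN it was called at every day (adjusted p = 0.0016, 0.00012 and 3.4e-06, limma, Benjamini-Hochberg). On Febit VSN it was not called at day 12 (0.58 ± 0.63 log2; adjusted p = 0.62, limma, Benjamini-Hochberg) and rose to 3.25 ± 0.63 and 4.41 ± 0.63 at days 19 and 26 (adjusted p = 0.011 and 0.0014, limma, Benjamini-Hochberg). The Febit gain from day 12 to day 26 was 3.84 ± 0.63 (adjusted p = 0.015, limma, Benjamini-Hochberg). The Febit call of day 19 ends without day 19 a (adjusted p = 0.16, limma, Benjamini-Hochberg) or day 19 b (0.076).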

Many recent studies have already demonstrated that miRNAs are involved in critical biological processes. In this context, profiling miRNA expression won increasing emphasis. miRNAs were also believed to play an important role in ES cell differentiation and cardiovascular diseases. In the present manuscript paper, a transgenic mouse ES cell clone was used to generate uniform Cor.At® cardiomyocytes. miRNAs were profiled for undifferentiated transgenic ES cells (day 0) and at time points day 12, day 19 and day 26 during cardiomyocyte-specific differentiation and maturation using 2 high throughput microarray platforms provided from Affymetrix and Febit. Fifty miRNAs were identified as validly regulated from data generated from both platforms during cardiomyocyte-specific differentiation and maturation events. Although variation between platforms was high, the cross-validation procedure yields more reliable data. This provides a good basis for further research on the regulation of pathways in cardiac differentiation and maturation. On the other hand, our study demonstrates the necessity and efficiency of high throughput cross platform validation to minimize invalid results obtained by miRNA profiling with microarray platforms.

## Materials and Methods

### Cell culture

Mouse ES cells (D3, ATCC CRL 1934) were stably transfected with the α-MHC–Pac–IRES–EGFP vector containing the EGFP gene and the PuromycinR (Pac) cassette under control of the cardiac α-myosin heavy chain (α-MHC) promoter as previously described [22]. ES cells of a stably transfected clone (aPIG 44) were cultured on mouse embroynic fibroblasts in high-glucose Dulbecco's modified Eagle's medium (DMEM) supplemented with nonessential amino acids (0.1 mM), L-glutamine (2 mM), β-mercaptoethanol (0.1 mM), LIF (ESGR) (500 U/ml), neomycin (6 µg/mL), and batch-tested fetal calf serum (FCS) (15% v/v) (all Invitrogen, Karlsruhe, Germany).

To start differentiation, ES cells were trypsinized (day 0) and cultured in suspension on a horizontal shaker (GFL 3006, GFL, Braunschweig, Germany) to form embryoid bodies (EBs). Briefly, ES cells were transferred into Iscove's modified Dulbecco's Medium (IMDM) with 20% batch-tested FCS, nonessential amino acids (0.1 mM) and β-mercaptoethanol (0.1 mM) (Invitrogen, Karlsruhe, Germany) in a 10 cm bacterial Petri dish and cultured at 90 rpm, 37°C, 5% CO_2_, and 95% humidity for 48 h. At day 2, resulting EBs were transferred into 1000 mL spinner flasks (Integra Cell Spin, IBS, Fernwald, Germany) and cultured for additional 7 days at 37°C, 5% CO_2_, and 95% humidity. Medium was exchanged at day 5, day 7, and day 9; and Puromyicn (5 µg/mL) was added to select for cardiomyocytes at day 9. At day 12, remaining cardiobodies (embryoid bodies consisting of cardiomyocytes, Figure 1c) were trypsinized to obtain a single cell suspension of cardiomyocytes (Cor.At® cardiomyocytes) (Figure 1d).

6×10^6^ Cor.At® cardiomyocytes each were then seeded onto Fibronectin-coated 10 cm dishes (Becton Dickinson, Heidelberg, Germany) in IMDM medium as described above and cultured at 37°C, 5% CO_2_, and 95% humidity with daily media changes. All micorphotographs were taken using an Axiovert 100 M (Zeiss, Jena, Germany) equipped with a FITC filter set (AF Analysentechnik, Stuttgart, Germany).

### Immunostaining

For immunostaining, Cor.At® cardiomyocytes were seeded at 2×10^5^ cells/well on fibronectin-coated 24 well plates in IMDM 20% FCS and cultured as described above. At day 7 and day 14 after seeding (day 19 and day 26 after differentiation), cells were washed twice with PBS, fixed with 4% PFA for 30 minutes, permeabilized with 0.1% (w/v) Saponin in PBS for 30 minutes, and blocked for 1 h with 5% (w/v) BSA in PBS (all at RT). Between each of the following steps, cells were washed 3× using PBS with 0.8% (w/v) BSA and 0.1% (w/v) Saponin (PBS*).

Immunostaining for α-Actinin was performed by incubating the cells with a monoclonal anti-α-Actinin antibody (Sigma-Aldrich, Munich, Germany) diluted 1∶100 in PBS* at 4°C overnight, followed by incubation with a Cy2 conjugated goat-anti-mouse IgG anitbody (Sigma-Aldrich, Munich, Germany) diluted 1∶200 in PBS* for 1 h at 37°C.

Afterwards, the immunostaining for Connexin 43 was performed by incubating the pre-stained cells with a rabbit-anti-mouse Cx43 IgG antibody (Biotrend, Cologne, Germany) diluted 1∶200 in PBS* at 4°C overnight, followed by an incubation with a Cy3 conjugated goat-anti-rabbit IgG antibody (Dianova, Hamburg, Germany) diluted 1∶200 in PBS* for 1 h at 37°C. Cells were washed, and nuclei were stained with DAPI (1 mg/mL, Sigma-Aldrich, Munich, Germany) diluted in PBS* for 5 minutes at RT. After a final washing step, cells were covered with PBS and analyzed using an Axiovert 100 M (Zeiss, Jena, Germany) equipped with a Cy3 and a Cy2 filter set (AF Analysentechnik, Stuttgart, Germany).

### RNA isolation, quantification, and quality control

For day 0 RNA, ES cells were trypsinized at day -2, seeded onto a gelatin-coated 6 cm TC dish (Becton Dickinson, Heidelberg, Germany), and cultured for 48 h in DMEM 15% FCS as described above. The timing of this last passage was in parallel with the ES cell passage used to initiate differentiation.

For day 12 RNA, Cor.At® cells were seeded onto a Fibronectin coated 10 cm dish as described above and cultured for 6 h. The Cor.At® cardiomyocytes attached to the surface of the dish; remaining dead cells from the selection procedure were washed off before isolating day 12 RNA.

For all other days, RNA was prepared from the 10 cm dishes after washing the plates 2× with PBS. Total RNAs from cells after timepoints indicated were extracted by using PeqGold RNApure (Peqlab Biotechnology, Erlangen, Germany) according to the manufacturer's instructions. Quantity of total RNA was measured using a NanoDrop ND-1000 Spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA). Optical density values at 260/280 were consistently above 1.9. The total RNA Quality was assayed on an Agilent BioAnalyzer (Agilent Technologies, Santa Clara, CA, USA). Only samples with intact, distinct ribosomal peaks were chosen for further analysis.

### RT-qPCR

#### Gene expression assays

First strand cDNA was reverse transcribed from 500 ng of total RNA using Superscript™II Reverse Transcriptase, Oligo (dT)12–18 and random hexamer primers according to the manufacturer's instructions (Invitrogen, Karlsruhe, Germany). Glycerinaldehyde-3-phosphate dehydrogenase (GAPDH), Krüppel like factor 4 (Klf4), Pou domain class 5 (Pou5f1/Oct4), and SRY-containg gene 2 (Sox2) were quantified using Individual TaqMan® Gene Expression Assays (Applied Biosystems, Foster City, CA, USA) on an ABI 7300 Real-Time PCR System. cDNA (25 ng) was mixed with TaqMan® Gene Expression Master Mix (Applied Biosystems, Foster City, CA, USA) and the appropriate TaqMan® Gene Expression Assays (Applied Biosystems, Foster City, CA, USA) for the gene of interest: (GAPDH - 4352932E, Klf4 - Mm00516104_m1, Pou5f1/Oct4 - Mm0353917_g1, Sox2 - Mm03053810_s1). To calculate relative gene expression we used the comparative quantification cycle (C_q_) method (2^−ΔΔCq^) [37]. All reactions were performed in triplicate and relative gene expression was normalized to the reference gene GAPDH. The results are expressed as fold change over day 0 values.

#### Micro RNA assays

Validation of expression of selected miRNAs was performed using commercially available pre-designed TaqMan RT-qPCR assays (Applied Biosystems, Foster City, CA, USA) using the same RNA samples as used for the microarray profiling. The TaqMan® MicroRNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA, USA) was used for the preparation of cDNA. Reverse transcription reactions were performed in a volume of 20 µL at 16°C for 30 minutes, at 42°C for 30 minutes, and then terminated at 85°C for 5 minutes. Each reaction contained 20 ng of total RNA, and multiple (heptaplex) stem-loop miRNA-specific primers from the TaqMan MicroRNA Assays (each 12.5 nM), 2 mM dNTPs, 100 U MultiScribe™ Reverse Transcriptase, 1×Reverse Transcription buffer, and 5 U RNase Inhibitor. For qPCR of individual TaqMan MicroRNA Assays we used 0.75 µLTaqMan MicroRNA Assay Primer, 1.2 µL cDNA (10-fold diluted), 7.5 µL TaqMan 2× universal PCR master mix without UNG, and 5.55 µL nuclease-free water. All TaqMan MicroRNA Assays were run on an Applied Biosystems 7300 Real-Time PCR System with the following conditions: an initial step of 10 minutes at 95°C, followed by 40 cycles of 15 s at 95°C and 1 minute at 60°C. The assays used were: hsa-miR-208, hsa-miR-1, mmu-miR-292-3p, mmu-miR-295#, mmu-miR-501#, mmu-miR-715, and the small nucleolar RNA snoRNA202 as reference. To calculate relative miRNA expression we used the comparative quantification cycle (Cq) method (2^−ΔΔCq^) [37]. All reactions were performed in triplicate, and relative miRNA expression was normalized to expression of the reference small nucleolar RNA snoRNA202. Results are expressed as fold change over day 0 values. To illustrate the abundance of the miRNAs the Cq values before normalization are also presented.

### Affymetrix miRNA labelling, array hybridization and data pre-processing

Total RNA containing low molecular weight RNA was labelled using the Flashtag RNA labeling kit (Genisphere, Hatfield, PA, USA) according to the manufacturer's instructions. Briefly, for each sample, 2 µg total RNA were subjected a tailing reaction (2.5 mM MnCl_2_, ATP, Poly A Polymerase - incubation for 15 minutes at 37°) followed by ligation of the biotinylated signal molecule to the target RNA sample (1× Flash Tag ligation mix biotin, T4 DNA ligase - incubation for 30 minutes at RT) and adding of stop solution.

Each sample was hybridized to a GeneChip® miRNA Array (Affymetrix, Santa Clara, CA, USA) at 48°C and 60 rpm for 16 hours then washed and stained on Fluidics Station 450 (Fluidics script FS450_0003) and finally scanned on a GeneChip® Scanner 3000 7G (Affymetrix). The image data were analyzed with the miRNA QC Tool software for quality control (www.affymetrix.com/products_services/arrays/specific/mi_rna.affx#1_4). For each time point two independent experiments were performed under identical conditions. The expression values were summarized and normalized respectively with robust multi-array average (RMA) [38] and variance stabilization method (VSN) [39] using RMA and VSN packages in Bioconductor 2.5 under R 2.10 [40].

### Febit miRNA labelling, array hybridization and data pre-processing

The same samples were analyzed with a Geniom Realtime Analyzer (GRTA, Febit GmbH, Heidelberg, Germany) using the Geniom Biochip miRNA mus musculus. Each array contains 8 replicates of 710 miRNAs and miRNA star sequences as annotated in the Sanger miRBase 14.0. Sample labelling with biotin was carried out by microfluidic-based enzymatic on-chip labelling of miRNAs (MPEA) as described before [41]. Following hybridization for 16 hours at 42°C the biochip was washed automatically and a program for signal enhancement was processed with the GRTA. The resulting detection pictures were evaluated using the Geniom Wizard Software. For each array, the median signal intensity was extracted from the raw data file such that for each miRNA eight intensity values were calculated corresponding to each replicate copy of miRBase on the array. Following background correction, the eight replicate intensity values of each miRNA were summarized by their median value. To normalize the data across different arrays, quantile normalization and VSN were applied and all further analyses were carried out using the normalized and background subtracted intensity values.

### Bioinformatic analyses of Affymetrix and Febit miRNA microarray data

The overlapped miRNAs on both platforms were selected according to annotations provided from the corresponding chip manufacturer. The expression values of these overlapped miRNAs were then used for further analysis. Present/absent calls were made for both platforms. For Affymetrix detection, p-values were decided by Wilcoxon-test and Affymetrix-test; probe-sets with a p-value lower than 0.06 were called present. For Febit platform, a boolean value p is computed for every probe. This value indicates whether the respective miRNA is present or not. For a probe with intensity value *V*, the information if the probe is present is computed as follows: 
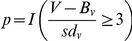
. Where *B_ν_* denotes the mean intensity of blank controls and *sd_ν_* indicates standard deviation of blank controls. Assuming that blank controls are normally distributed, the significance value for each probe would be 0.001.

Principle component analysis (PCA) was applied on normalized data from each of the platforms. The first 2 components of PCA were plotted using R [42]. Boxplots of the raw log_2_ intensities of both platforms as well as VSN normalized data were made using R function. Linear models were fitted for both datasets in order to distinguish differentially expressed miRNAs between different time points on the Affymetrix platform and the Febit platform, respectively (Linear Models for Microarray Data (LIMMA) Bioconductor package [43]). Comparisons were made between undifferentiated samples (day 0) and each of the differentiated samples (days 12, 19 and 26). The miRNAs, which showed adjusted p-value lower than 0.05, were selected as significantly differentially expressed. Venn diagrams and histograms for differential expression analysis results were made using R functions. Additionally, cluster analysis was made for the platform independent regulated miRNAs by using R functions. Target prediction of miRNAs was done using MIRror [44].

All array data are MIAME compliant. The raw data has been deposited in Gene Expression Omnibus (GEO) - Accession number: GSE24066.

## Supporting Information

Table S1 Complete list of all mouse miRNAs on both platforms; the miRNAs were categorized according to their present/absent call.
(DOCX)

## References

[1] Bhattacharya B, Puri S, Puri RK (2009). A review of gene expression profiling of human embryonic stem cell lines and their differentiated progeny.. Curr Stem Cell Res Ther.

[2] Glaser T, Schmandt T, Brustle O (2008). Generation and potential biomedical applications of embryonic stem cell-derived glial precursors.. J Neurol Sci.

[3] Sone M, Itoh H, Yamahara K, Yamashita JK, Yurugi-Kobayashi T (2007). Pathway for differentiation of human embryonic stem cells to vascular cell components and their potential for vascular regeneration.. Arterioscler Thromb Vasc Biol.

[4] Elaut G, Henkens T, Papeleu P, Snykers S, Vinken M (2006). Molecular mechanisms underlying the dedifferentiation process of isolated hepatocytes and their cultures.. Curr Drug Metab.

[5] Rowe C, Goldring CE, Kitteringham NR, Jenkins RE, Lane BS (2010). Network analysis of primary hepatocyte dedifferentiation using a shotgun proteomics approach.. J Proteome Res.

[6] Zhang Y, Nuglozeh E, Toure F, Schmidt AM, Vunjak-Novakovic G (2009). Controllable expansion of primary cardiomyocytes by reversible immortalization.. Hum Gene Ther.

[7] Katsumoto K, Shiraki N, Miki R, Kume S (2010). Embryonic and adult stem cell systems in mammals: ontology and regulation.. Dev Growth Differ.

[8] Enver T, Pera M, Peterson C, Andrews PW (2009). Stem cell states, fates, and the rules of attraction.. Cell Stem Cell.

[9] Murry CE, Keller G (2008). Differentiation of embryonic stem cells to clinically relevant populations: lessons from embryonic development.. Cell.

[10] Liang Y, Russell I, Walworth C, Chen C (2009). Gene expression in stem cells.. Crit Rev Eukaryot Gene Expr.

[11] Murray P, Edgar D (2004). The topographical regulation of embryonic stem cell differentiation.. Philos Trans R Soc Lond B Biol Sci.

[12] Jackson RJ, Hellen CU, Pestova TV (2010). The mechanism of eukaryotic translation initiation and principles of its regulation.. Nat Rev Mol Cell Biol.

[13] Minard ME, Jain AK, Barton MC (2009). Analysis of epigenetic alterations to chromatin during development.. Genesis.

[14] Hatfield S, Ruohola-Baker H (2008). microRNA and stem cell function.. Cell Tissue Res.

[15] Wang Y, Russell I, Chen C (2009). MicroRNA and stem cell regulation.. Curr Opin Mol Ther.

[16] Yin JQ, Zhao RC, Morris KV (2008). Profiling microRNA expression with microarrays.. Trends Biotechnol.

[17] Barone AD, Beecher JE, Bury PA, Chen C, Doede T (2001). Photolithographic synthesis of high-density oligonucleotide probe arrays.. Nucleosides Nucleotides Nucleic Acids.

[18] Puceat M (2008). Protocols for cardiac differentiation of embryonic stem cells.. Methods.

[19] Zeineddine D, Papadimou E, Mery A, Menard C, Puceat M (2005). Cardiac commitment of embryonic stem cells for myocardial repair.. Methods Mol Med.

[20] Doetschman TC, Eistetter H, Katz M, Schmidt W, Kemler R (1985). The in vitro development of blastocyst-derived embryonic stem cell lines: formation of visceral yolk sac, blood islands and myocardium.. J Embryol Exp Morphol.

[21] Kolossov E, Lu Z, Drobinskaya I, Gassanov N, Duan Y (2005). Identification and characterization of embryonic stem cell-derived pacemaker and atrial cardiomyocytes.. FASEB J.

[22] Kolossov E, Bostani T, Roell W, Breitbach M, Pillekamp F (2006). Engraftment of engineered ES cell-derived cardiomyocytes but not BM cells restores contractile function to the infarcted myocardium.. J Exp Med.

[23] Kolossov E, Fleischmann BK, Liu Q, Bloch W, Viatchenko-Karpinski S (1998). Functional characteristics of ES cell-derived cardiac precursor cells identified by tissue-specific expression of the green fluorescent protein.. J Cell Biol.

[24] Sachinidis A, Fleischmann BK, Kolossov E, Wartenberg M, Sauer H (2003). Cardiac specific differentiation of mouse embryonic stem cells.. Cardiovasc Res.

[25] Tang F, Hajkova P, Barton SC, Lao K, Surani MA (2006). MicroRNA expression profiling of single whole embryonic stem cells.. Nucleic Acids Res.

[26] Foshay KM, Gallicano GI (2009). miR-17 family miRNAs are expressed during early mammalian development and regulate stem cell differentiation.. Dev Biol.

[27] Houbaviy HB, Murray MF, Sharp PA (2003). Embryonic stem cell-specific MicroRNAs.. Dev Cell.

[28] Cordes KR, Srivastava D, Ivey KN (2010). MicroRNAs in cardiac development.. Pediatr Cardiol.

[29] Krichevsky AM, Gabriely G (2009). miR-21: a small multi-faceted RNA.. J Cell Mol Med.

[30] Ji R, Cheng Y, Yue J, Yang J, Liu X (2007). MicroRNA expression signature and antisense-mediated depletion reveal an essential role of MicroRNA in vascular neointimal lesion formation.. Circ Res.

[31] Thum T, Gross C, Fiedler J, Fischer T, Kissler S (2008). MicroRNA-21 contributes to myocardial disease by stimulating MAP kinase signalling in fibroblasts.. Nature.

[32] Xu N, Papagiannakopoulos T, Pan G, Thomson JA, Kosik KS (2009). MicroRNA-145 regulates OCT4, SOX2, and KLF4 and represses pluripotency in human embryonic stem cells.. Cell.

[33] Ivey KN, Muth A, Arnold J, King FW, Yeh RF (2008). MicroRNA regulation of cell lineages in mouse and human embryonic stem cells.. Cell Stem Cell.

[34] Chen JF, Mandel EM, Thomson JM, Wu Q, Callis TE (2006). The role of microRNA-1 and microRNA-133 in skeletal muscle proliferation and differentiation.. Nat Genet.

[35] Zhao Y, Samal E, Srivastava D (2005). Serum response factor regulates a muscle-specific microRNA that targets Hand2 during cardiogenesis.. Nature.

[36] Zhang C (2008). MicroRNAs: role in cardiovascular biology and disease.. Clin Sci (Lond).

[37] Livak KJ, Schmittgen TD (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method.. Methods.

[38] Irizarry RA, Bolstad BM, Collin F, Cope LM, Hobbs B (2003). Summaries of Affymetrix GeneChip probe level data.. Nucleic Acids Res.

[39] Huber W, von Heydebreck A, Sultmann H, Poustka A, Vingron M (2002). Variance stabilization applied to microarray data calibration and to the quantification of differential expression.. Bioinformatics.

[40] Gentleman RC, Carey VJ, Bates DM, Bolstad B, Dettling M (2004). Bioconductor: open software development for computational biology and bioinformatics.. Genome Biol.

[41] Vorwerk S, Ganter K, Cheng Y, Hoheisel J, Stahler PF (2008). Microfluidic-based enzymatic on-chip labeling of miRNAs.. N Biotechnol.

[42] Computing RFfS, Team RDC (2008). R: A Language and Environment for Statistical Computing;.

[43] Smyth G (2002). Statistical applications in genetics and molecular biology.

[44] Friedman Y, Naamati G, Linial M (2010). MiRror: a combinatorial analysis web tool for ensembles of microRNAs and their targets.. Bioinformatics.

# Supplementary material for: MicroRNA Profiling during Cardiomyocyte-Specific Differentiation of Murine Embryonic Stem Cells Based on Two Different miRNA Array Platforms
**Source:** PLoS One. 2011 Oct 3;6(10):e25809. doi: 10.1371/journal.pone.0025809
**Supplement:** Table S1 — Complete list of all mouse miRNAs on both platforms; the miRNAs were categorized according to their present/absent call.

**Table S1:** Complete list of all mouse miRNAs on both platforms; the miRNAs were categorized according to their present/absent call.

How the deposited data were processed for this re-analysis (not part of the article)

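RNA from a transgenic mouse ES-cell clone and the Cor.At cardiomyocytes derived from it was measured on 2 array platforms. There were 8 RNA samples, 2 cultures (a and b) at each of days 0, 12, 19 and 26, which the paper calls biological duplicates, and each sample was hybridized once to the Affymetrix array and once to the Febit array. With 2 normalizations per platform this makes 4 data sets of 8 arrays each, 32 in total. Every array was assigned to its day, replicate and data set by its title. The titles match the time labels of the records, but the culture text does not match the paper: for all day 19 and day 26 records but 1 it gives 6 h after seeding, as for day 12, where the paper gives 7 and 14 days, and it instead lengthens the spinner culture from 7 days to mostly 14 and 21. The text of the Febit non-VSN record titled day 19 b gives the culture of day 12, as does that of the record titled day 12 a. The titles and time labels were followed, and the deposited values do not settle which culture was used.

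For Affymetrix the authors deposited log2 values of 609 mouse miRNAs after background correction, normalization and summary by RMA, and log2 values of the same miRNAs after VSN (a generalized log2 scale that is linear near the background). For Febit the authors deposited log2 values of 710 miRNAs after background correction and quantile normalization, which the paper groups with RMA and which are called non-VSN here, and log2 values after VSN. The deposited Febit intensity values are the signals of 8 features per miRNA without background correction. The paper states Bioconductor under R for this step, and the labels name RMA and affy without versions. Present calls were taken from Table S1. The authors' Febit present calls could not be computed again, since the blank controls they use are not in the deposited intensities.

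miRNAs were matched between platforms by name, which gives 608 common miRNAs, with 102 on the Febit array only and 1 on the Affymetrix array only. Tested were the common miRNAs that Table S1 lists as present at least once on 1 or both platforms (280 on both, 146 on Affymetrix only and 59 on Febit only). The 123 common miRNAs listed as absent on both and those on 1 array only were left out of the tests and looked at separately. Within each data set, limma 3.58.1 in R 4.3.3 fitted a mean per day to the 8 arrays (4 residual degrees of freedom), with empirical Bayes variances, for 6 comparisons between days. P-values were adjusted by Benjamini-Hochberg over the tested miRNAs per comparison, and a miRNA is called regulated at an adjusted p under 0.05. Errors given after ± are SE of limma's fold change unless SD is written.

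Counts follow the paper's definitions: called in all 4 data sets, in both data sets of 1 platform and in none of the other, and the pool called in all 4 at 1 or more days. Agreement between platforms is given as the number called on both, the number expected by chance, and Pearson and Spearman correlations of fold changes across miRNAs. Principal components were computed on the Affymetrix and Febit arrays of 1 kind of normalization together, centred and unscaled. Arrays and pool miRNAs were clustered by complete linkage on Euclidean distance. As the 3 comparisons with day 0 share their controls, 50 simulated sets without any change gave the overlap and correlation that the design produces among unchanged miRNAs. Figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

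A total of 19 miRNA lists was written down and tested with camera (preset correlation 0.01, with an estimated correlation as the alternative) and fry, adjusted by Benjamini-Hochberg over the lists: the miR-290 to miR-295, miR-302 to miR-367, miR-17-92 (with paralogues), miR-143 with miR-145, miR-322 with miR-503 and miR-23, miR-27 and miR-24 clusters, the let-7, miR-99, miR-100 and miR-125 (1 list), miR-30, miR-29 and miR-200 families, the striated muscle miRNAs, the Dlk1-Dio3 region, the families of the Sfmbt2 cluster, and miRNAs of fibroblasts (miR-199 and miR-214, with miR-152), endothelium (miR-126), blood, nervous tissue and liver. For each list the members called over all tested miRNAs and over the list alone were counted. Names and values in the paper's figures of these samples had been seen when the rule for naming miRNAs was written. Lists that hold miRNAs of those figures are therefore no independent evidence. The groups of Figure 9 were read from the picture. They were used to name miRNAs and to describe the medians, directions and calls of each group, and were not tested as lists. miRNAs named singly are those the paper's text names, per comparison with day 0 the 10 of largest mean fold change among those called in all 4 data sets with 1 sign and up to 5 of largest fold change per platform among those called on that platform alone, and up to 4 members per list (75 miRNAs), with members of counted groups added where a count is explained.

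The choice of samples, comparisons, tests and the following alternatives was made before the data were examined: all common miRNAs, all mouse miRNAs of each array, only the miRNAs present on both platforms, a replicate block, only the arrays of the 2 days compared, a variance trend in limma, quantile normalization or median-centring over the tested miRNAs, Febit intensities with normexp (offset 50) and quantile normalization in place of the non-VSN values, a log2 fold change of at least 1, the arrays of each day and replicate title left out in turn, the other normalization, an estimated correlation for lists, other settings of the principal components and 1 minus Pearson with average linkage. After the values had been seen, 3 alternatives were added: the non-VSN Febit arrays titled day 12 a and day 19 b exchanged, these 2 arrays left out, and day 26 b left out on Febit alone. Their effect is given in the closing section.

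The fit was tested on simulated data with the residual spread of each data set, the same number of miRNAs and 2 arrays per day. Of 100 miRNAs changed by 2 log2, 97 were called on Affymetrix RMA, 93 on Affymetrix VSN, 96 on Febit non-VSN and 50 on Febit VSN, of 100 changed by 4 log2 all 100 in each, and of 285 unchanged miRNAs 7, 4, 10 and 5. In this simulation a change of about 2 log2 on Febit VSN is thus missed as often as found. It changed more miRNAs than limma calls on Febit, which eases the adjustment, and 2 log2 is not the same change on each scale. Sequencing depth does not apply to arrays. As a measure of signal, the median raw Febit intensity of an array was checked against its bright miRNAs. The RT-qPCR measurements, target predictions and images of the paper were not analysed here.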

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

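The tests of whether arrays carry another title's values and of the Febit background at day 12 were chosen after seeing the result they explain, and the other tests here were written before.

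The non-VSN Febit arrays titled day 12 a and day 19 b look like arrays of another day. Each correlates with the raw array of its own title at no more than 0.198 (Spearman, across miRNAs) and with that of the other title at 1. Relative to the raw and VSN names the 2 records therefore carry each other's values, as a mislabelling would give. That the raw and VSN names are wrong instead is unlikely, as the day 12 duplicates correlate at 0.540 under the raw names and at 0.215 under the non-VSN titles. Quantile normalization did not reorder miRNAs, because the other 6 arrays follow their raw arrays at 1. With the arrays exchanged, 20 of the 21 counts that the paper's text states are equal to the ones computed here, against 6 of 21 by title, so a candidate explanation is that the paper used the exchanged assignment.

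miR-501-3p and miR-652 fall on Febit and rise on Affymetrix by day 12. Their raw Febit intensities at day 0 were at most 1.21 times those of day 12 and at most 1.14 times the array median, so a small difference at the background that VSN spreads out may explain the fall. A fall of part of the dim miRNAs on Febit at day 12 remains open: 5.31% (18) of the 339 tested miRNAs as dim fell as far as miR-652, just over the bound of 5 in 100 set beforehand. A general fall of them would put their median below -1 log2, and it was -0.070 (-0.44 to 0.051 over the pairs of 1 day 12 and 1 day 0 array). A real fall would have to be absent from the Affymetrix measurement of the same RNA, and for miR-501-3p the paper's RT-qPCR also showed a rise at day 12, which goes against it. A dilution series of synthetic miR-501-3p on the Febit array would separate these readings.

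Febit calls fewer miRNAs than Affymetrix. Whether low Febit signal accounts for this is open. Of the miRNAs that Affymetrix VSN called at day 26, Febit VSN called 79.5% of the 44 bright on Febit (mean log2 ratio to the array median over 0.5) and 15.4% of the 149 dim ones. But brightness was a mean over the same 8 arrays, so a strong rise itself makes a miRNA bright and this comparison cannot tell, and the bright ones also changed more on Affymetrix (a median of 5.10 against 2.61 log2). Smaller Febit fold changes may contribute: among miRNAs called on Affymetrix VSN at day 26, the Febit fold change was 0.469 of the Affymetrix one in the median. These were chosen by their Affymetrix call, which by itself lowers this ratio to some extent, so its weight is open. The wider replicate spread of Febit VSN (1.41 times that of Affymetrix, bootstrap upper bound 1.51) may contribute on VSN values, where simulated changes of 2 log2 were recovered for 50 of 100 miRNAs on Febit and 93 on Affymetrix. How much is open. Febit non-VSN recovered 96 and also called fewer, but its fold changes are smaller (SD 1.01 against 1.71 on Febit VSN at day 26). A simulated 2 log2 is therefore not the same change on these 2 scales, and the 96 cannot decide the point. Both platforms received the same RNA, so a biological cause is not at issue.

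The raw Febit array of day 26 b lies outside the others by Dixon's gap ratio, with 0.936 for its median and 0.717 for its interquartile range beyond the critical value for 8 arrays, and after either normalization no array does. Normalization itself draws the arrays together, so this does not show that day 26 b is no longer unusual. On Febit VSN it still had the widest interquartile range (2.84, gap ratio 0.468). By chance Dixon's ratio flags about 1 in 20 groups of arrays. Of the 102 miRNAs on the Febit array only, 2 were called lower at day 26 in both Febit data sets, miR-2135 (-3.49 ± 0.75 on VSN; adjusted p = 0.017, limma, Benjamini-Hochberg) and miR-2143 (-3.04 ± 0.77; adjusted p = 0.044, limma, Benjamini-Hochberg). Of the 123 common miRNAs listed as absent on both platforms, 1 was called in both Affymetrix data sets at day 26, miR-135b, lower (-1.51 on VSN; adjusted p = 0.018, limma, Benjamini-Hochberg). The change from day 0 differed between days 26 and 12 on both platforms for 7 miRNAs, all higher at day 26 (let-7a, let-7b, let-7d, miR-100, miR-21, miR-29a and miR-31).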

How the results depend on the processing

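Chosen after seeing the values were the exchange of the 2 non-VSN Febit arrays, their omission, and the omission of day 26 b on Febit alone, and all other alternatives were planned. Of the fold changes of the 75 named miRNAs, those called with the original setting or with an alternative never turned their direction under any of 19 settings, while some that were called with neither did. The number called in each Affymetrix data set against day 0 moved by less than 1.5 times under every alternative, and the direction of the called muscle, let-7 and miR-290 to miR-295 members on Affymetrix does not depend on a choice. Whether their lists are called as a whole does, and so do most Febit calls. The value with the original setting stands in parentheses below.

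Leaving out 1 array, Febit VSN calls ranged from 9 to 82 at day 12 (69), 7 to 62 at day 19 (38) and 16 to 72 at day 26 (62). Febit non-VSN calls ranged from 18 to 36 (32), 18 to 35 (35) and 24 to 41 (38). Arrays were left out by title. Each such fit keeps 1 array on a day and loses residual degrees of freedom, so a lower count is not by itself the weight of an array. By the raw names, leaving out day 12 a or day 19 b thus removed different RNA in Febit non-VSN than in the other data sets. Calls in all 4 data sets ranged from 7 to 20 (23), 5 to 21 (23) and 12 to 32 (30), the pool from 21 to 35 (37) and the miRNAs called throughout from 5 to 16 (16). Febit-only calls ranged from 0 to 3 at day 12, 0 to 1 at day 19 and 0 to 1 at day 26 (1 each). Between days 26 and 12 the ranges were 1 to 46 on Affymetrix RMA (41), 12 to 31 on Affymetrix VSN (20), 0 to 86 on Febit VSN (49) and 0 to 1 on Febit non-VSN (0). Between days 19 and 12 they were 0 to 7 on Affymetrix RMA (5), 0 to 2 on Affymetrix VSN (2) and 0 to 117 on Febit VSN (67), and between days 26 and 19 there were 0 on Affymetrix RMA without any 1 array (4). With day 26 b left out on Febit alone, Febit VSN calls fell to 35 at day 12 (69) and 16 at day 26 (62). Calls in all 4 data sets at day 26 then fell to 13 (30). The pool fell to 22 (37), all 22 of them members of the original pool. Leaving out day 26 a on both platforms gave a similar pool of 23 (37). Either way day 26 keeps 1 Febit array, so these falls cannot show a weight particular to day 26 b.

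Exchanging the 2 non-VSN Febit arrays gave 54 Febit non-VSN calls at day 12 (32) and 57 at day 19 (35), Febit-only counts of 12 and 6 (1 and 1), and 8 calls between days 19 and 12 (0) and 6 between days 26 and 12 (0). Leaving these 2 arrays out gave 16 non-VSN calls at day 12 (32), 14 in all 4 data sets at day 12 (23), and Febit-only counts of 0 at day 12 and 2 at day 19 (1 each). Starting from the Febit intensities with normexp and quantile normalization gave 55, 63 and 74 calls (32, 35 and 38), Febit-only counts of 8, 5 and 3 (1 each), 50 in all 4 data sets at day 26 (30) and a pool of 59 that holds all 37.

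Using only the arrays of the 2 days compared, which leaves few degrees of freedom, Febit VSN calls dropped to 7, 14 and 30 (69, 38 and 62), calls in all 4 data sets to 7 at day 12 and 12 at day 19 (23 and 23), Febit-only counts to 0 at days 12 and 19 (1 each), the pool to 24 (37) and the miRNAs called throughout to 7 (16). A variance trend in limma gave 21 and 20 non-VSN Febit calls at days 12 and 19 (32 and 35), 14 in all 4 data sets at day 19 (23) and a Febit-only count of 0 at day 19 (1). A further quantile normalization gave Febit-only counts of 3, 3 and 4 (1 each) and an Affymetrix-only count of about 1.5e+02 at day 26 (90), and median-centring a Febit-only count of 3 at day 12 (1). Restricting the tests to miRNAs present on both platforms gave Affymetrix-only counts of 51 at day 12 and 54 at day 26 (77 and 90), out of fewer miRNAs. A threshold of 1 log2 left a pool of 35, all of the original 37.

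Whether the letters a and b pair cultures across days is not stated in the paper, and the fit treats them as unpaired. Correlations of duplicate differences between days lay from -0.14 to 0.25, except between days 12 and 19, with 0.53 on Affymetrix RMA, 0.35 on Affymetrix VSN and 0.62 on Febit non-VSN by title (0.14 with the 2 arrays exchanged). A replicate block gave a Febit-only count of 2 at day 12 (1), and between days 19 and 12 0 calls on Affymetrix RMA (5) and 10 on Affymetrix VSN (2), between days 26 and 19 0 on Affymetrix RMA (4) and 6 on Affymetrix VSN (0), and 1 on Febit non-VSN between days 26 and 12 (0). The pool was then 43, with 36 of the original 37.

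With the correlation among members estimated, camera called 0 lists on Affymetrix at days 12, 19 and 26 and between days 26 and 12 (10, 9, 9 and 9), and on Febit 0, 2, 0 and 0 (2, 8, 9 and 2). Fry called 10, 10, 12 and 6 lists on Affymetrix VSN and 7, 7, 11 and 5 on Febit VSN. It tests whether the members of a list change, and camera whether they change more than the other miRNAs. With the other normalization, 9 lists were called on Febit at day 12 (2), and the correlation of fold changes between platforms was 0.59 at day 12 (0.42) and 0.60 at day 19 (0.63) by title, and 0.49 and 0.63 with the 2 non-VSN Febit arrays exchanged. Over the miRNAs present on both platforms that correlation was 0.71 at day 19 (0.63).

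The first principal component took 73.5% of the VSN variance and 81.3% of the RMA variance on Affymetrix alone, 35.8% and 49.3% on Febit alone, 48.4% and 62.7% with each miRNA centred within its platform, and 76.6% and 88.3% over all common miRNAs (72.2% and 85.3%). Clustering by 1 minus Pearson correlation with average linkage joined the duplicates of 2 days first on Febit (1), as did the exchanged arrays with 2 (1). Over all mouse miRNAs of an array the mean interquartile range was 1.64 for Affymetrix RMA (2.15) and 0.70 for Febit non-VSN (0.75).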

Differences from the paper's values

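The comparison below uses settings fixed before the data were examined, apart from the exchange of the 2 non-VSN Febit arrays, which was chosen after seeing the values. The paper gives 12 miRNAs called in both Febit data sets and in no Affymetrix data set at day 12, and 1 was found, miR-208a. At day 19 it gives 6 and 1 was found. It gives 7 regulated uniquely by day 12, with 4 higher, 1 lower and 2 of opposite sign on the platforms, and 2 were found, with 2 higher, 0 lower and 0 of opposite sign. Of 18 alternatives chosen beforehand, Febit intensities with normexp and quantile normalization come within 1.5 times of the paper's value for the Febit-only counts (8 at day 12 and 5 at day 19) and for the number unique to day 12 (6), and give its value for those of opposite sign (2). For the higher ones 4 alternatives come within 1.5 times, a variance trend and leaving out day 19 a, day 26 a or day 26 b (3 each), and for the lower one 3 give the paper's value, a replicate block and leaving out day 19 a or day 19 b (1 each). Exchanging the non-VSN arrays titled day 12 a and day 19 b gives the paper's value for each of these counts.

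With that exchange, the 1 stated count that stays unequal is the number of Affymetrix miRNAs called at day 12 with both RMA and VSN, 124 in the paper and 114 here under either naming. Median-centring of the arrays gives 124, but then 30 instead of 43 for VSN alone and 45 instead of 48 for RMA alone, so it does not settle the difference. The pool has 50 miRNAs in the paper and 37 by title, and 18 against 16 are called throughout. With the exchange these counts are 50 and 18.

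Other statements differ in single miRNAs. The paper states that miR-145 had the highest increase of its 50 selected miRNAs by day 12. Here it ranks 7 in the pool of 37 by title on Affymetrix VSN, and 8 in the pool of 50 with the arrays exchanged, where miR-133a leads. On either Febit data set it ranks 3, where miR-143 leads. The leading folds start from the background at day 0, so their order is not exact. The paper states that no increase of miR-206 was observed, and here Affymetrix called it higher at days 19 and 26 (2.84 log2 on VSN at day 26, less on RMA). That rise starts from 1.47 at day 0, below the lowest Affymetrix VSN array median of 2.73. Signal from miR-1 on the miR-206 probe cannot be excluded. The paper describes miR-1, miR-133a and miR-133b as rising progressively, which is called only for miR-133b on Febit VSN, and there not without any single array of days 12 or 26. The values of miR-1 did rise from day to day on both platforms (7.96, 8.44 and 9.73 on Affymetrix VSN, 5.42, 6.60 and 7.20 on Febit VSN). Those of miR-133a and miR-133b did so on Febit VSN only. With 2 arrays per day a missing call is no evidence against a rise. It gives no change of miR-715, which 1 of the 4 data sets, Febit non-VSN, calls lower at day 26 (-2.21).

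The paper identifies no outlier among the samples, while the raw Febit array of day 26 b has a median intensity of 228 against 928 to 992. It describes more miRNAs of little regulation on Affymetrix, which holds here for VSN at day 12 (164 against 133 within 0.5 log2) and not at day 26 (111 against 164), nor for RMA against non-VSN values.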

Other observations

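The lists and tests were chosen before the data were examined, but with knowledge of the paper's figures, which show regulated miRNAs of these same samples. Lists that hold such miRNAs are therefore no independent evidence. The ideas in the last 2 paragraphs were formed after seeing the results. Besides muscle, let-7 and ES-cell miRNAs, several lists that the paper does not discuss had many members called on Affymetrix. In the X-linked cluster of miR-322 and miR-503, 7, 8 and 8 of 11 tested members rose on Affymetrix VSN at days 12, 19 and 26 (7, 8 and 8 adjusted over the list alone), and 3, 3 and 5 on Febit VSN with 1 lower at days 19 and 26 (4, 6 and 7 higher over the list alone). miR-322* was at 6.86 ± 0.46, 6.98 ± 0.46 and 7.26 ± 0.46 on Affymetrix VSN and miR-503 at 6.78 ± 0.43, 6.12 ± 0.43 and 5.74 ± 0.43. In the miR-30 family, 9 of 10 rose on Affymetrix at every day (9, 9 and 10 over the list alone) and 4, 3 and 4 on Febit (4, 3 and 4, with 2 lower at day 12 over the list alone), with miR-30d at 6.11 ± 0.44 at day 26. The clusters of miR-23, miR-27 and miR-24 had 7, 7 and 8 of 9 higher on Affymetrix (8, 7 and 9) and 2, 1 and 5 on Febit (3, 5 and 6), with miR-27b at 5.53 ± 0.48 at day 26. All 5 of the miR-99, miR-100 and miR-125 families were higher on both platforms at day 26 (5 and 5 over the list alone), and 4 and 5 on Affymetrix at days 12 and 19 against 3 and 3 on Febit (4 and 5, and 3 and 5). Camera called these 4 lists higher on Affymetrix at all days, for day 26 with adjusted p = 0.0014, 0.00015, 0.00066 and 0.0046 (preset, Benjamini-Hochberg over 19 lists), and none holds as adjusted p = 0.14, 0.14, 0.27 and 0.35 with an estimated correlation.

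Further lists mark other cell types or states. Of the miR-29 family only miR-29a rose, on Affymetrix at every day (1 of 4, and 1 over the list alone) and on Febit at day 26 (1, and 2 over the list alone; its call there ends without day 0 b (0.053), day 26 a (0.059) or day 26 b (0.16) as adjusted p, limma, Benjamini-Hochberg). In the miR-302 to miR-367 cluster 1 of 5 was higher at day 12 and at day 26 and 1 lower at day 19 on Affymetrix (the day 26 call, miR-302d, ends without day 0 b (0.16), day 26 a (0.061) or day 26 b (0.052) as adjusted p, limma, Benjamini-Hochberg), and 0 on Febit, where limma gave no call over the list alone either (0). The Dlk1-Dio3 region had 11 higher and 1 lower of 61 at day 12, 4 and 1 at day 19 and 14 and 4 at day 26 on Affymetrix (5 and 1, 2 and 0, 14 and 3 over the list alone), and on Febit 5 lower, 0 and 1 higher (0 over the list alone). The Sfmbt2 families had 1, 7 and 1 of 46 lower on Affymetrix (0, 4 and 0) and 6, 1 and 0 on Febit (6, 0 and 0), and camera called them lower on Affymetrix (adjusted p = 0.0024 at day 26, preset, Benjamini-Hochberg; adjusted p = 0.51 with an estimated correlation). Of 7 tested miR-200 family miRNAs, 1 was lower at day 12, and 1 higher and 1 lower at days 19 and 26 on Affymetrix (the same over the list alone), with 0 on Febit (0). Of 6 fibroblast miRNAs, 1, 1 and 2 were higher on Affymetrix (miR-152 at each day, and no miR-199 or miR-214 form at days 12 and 19; 1, 1 and 2 over the list alone), and on Febit 1 higher at each day and 1 lower at day 19 (the same over the list alone). The 2 endothelial miR-126 forms were not called against day 0 on either platform (0 over the list alone). Of 4 blood miRNAs, 1 was higher and 1 (miR-150) lower on Affymetrix at every day (1 and 1 over the list alone) and 0 were called on Febit (0). Of 3 nervous-tissue miRNAs, 1 was higher and 2 lower on Affymetrix at each day, among the latter miR-124 (1 and 2 over the list alone), and on Febit 1 was lower at days 12 and 19 and 0 at day 26 (1, 1 and 0). Of 4 liver miRNAs, 2, 2 and 3 were higher on Affymetrix (miR-122, miR-194 and at day 26 miR-192; 2, 2 and 3 over the list alone) and 0 on Febit (0, 0 and 1 over the list alone). Camera called none of the lists of other cell types against day 0, and single members such as miR-122 rest on Affymetrix alone.

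The rise of miR-322 and miR-503 by day 12 and the later let-7 rise may belong to the exit from the cell cycle that accompanies maturation of cardiomyocytes. A candidate test is to block miR-503 and miR-322 before day 12 and count dividing Cor.At cells. Camera calls the lists with the preset correlation only (0 lists called on Affymetrix at day 12 with an estimated correlation, where fry called 10 of 19). This remains a hypothesis.

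The later steps (days 12 to 26) may be a slower programme led by let-7, since 8 of its 9 members rose in this interval on Affymetrix. Cross-hybridization among let-7 members offers another reading, in which few strongly rising members lift the signal of all. RNA sequencing of the same stages would tell these apart. For Febit VSN the calls of this interval did not hold when an array of day 12 or day 26 was left out, which also lowers the power of the fit.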
